# The disruptive effects of COPD exacerbation-associated factors on epithelial repair responses

**DOI:** 10.3389/fimmu.2024.1346491

**Published:** 2024-06-07

**Authors:** Rosa K. Kortekaas, Kerstin E. Geillinger-Kästle, Rocío Fuentes-Mateos, Roël van Orsoy, Nakaa Al-Alyan, Janette K. Burgess, Reinoud Gosens

**Keywords:** COPD, exacerbation, inflammation, spheroids, regeneration, stem cell niche, epithelial cells

## Abstract

**Introduction:**

Exacerbations of chronic obstructive pulmonary disease (COPD) increase mortality risk and can lead to accelerated loss of lung function. The increased inflammatory response during exacerbations contributes to worsening of airflow limitation, but whether it also impacts epithelial repair is unclear. Therefore, we studied the effect of the soluble factor micro-environment during COPD exacerbations on epithelial repair using an exacerbation cocktail (EC), composed of four factors that are increased in COPD lungs during exacerbations (IL-1β, IL-6, IL-8, TNF-α).

**Methods:**

Mouse organoids (primary CD31-CD45-Epcam+ cells co-cultured with CCL206 fibroblasts) were used to study epithelial progenitor behavior. Mature epithelial cell responses were evaluated using mouse precision cut lung slices (PCLS). The expression of epithelial supportive factors was assessed in CCL206 fibroblasts and primary human lung fibroblasts.

**Results:**

EC exposure increased the number and size of organoids formed, and upregulated *Lamp3*, *Muc5ac* and *Muc5b* expression in day 14 organoids. In PCLS, EC imparted no effect on epithelial marker expression. Pre-treatment of CCL206 fibroblasts with EC was sufficient to increase organoid formation. Additionally, the expression of *Il33*, *Tgfa* and *Areg* was increased in CCL206 fibroblasts from EC treated organoids, but these factors individually did not affect organoid formation or size. However, TGF-α downregulated *Foxj1* expression and upregulated *Aqp5* expression in day 14 organoids.

**Conclusions:**

EC exposure stimulates organoid formation and growth, but it alters epithelial differentiation. EC changes the epithelial progenitor support function of fibroblasts which contributes to observed effects on epithelial progenitors.

## Introduction

Chronic obstructive pulmonary disease (COPD) is a heterogeneous lung disease with progressive airflow limitation (1). Exacerbations of COPD are associated with an acute worsening of symptoms (2), such as coughing, increased sputum production and dyspnea (1). COPD patients with more severe airflow limitation and prior exacerbations are at a higher risk of developing an exacerbation, while significant air pollution or viral and bacterial infections may trigger an exacerbation (2). Exacerbations are significant events in the trajectory of COPD patients since they often require hospitalization and are associated with worsening outcomes. In particular, severe exacerbations are associated with increased mortality (3) and COPD patients who experience frequent exacerbations have a greater rate of decline in forced expiratory volume in 1 second (FEV1) (4). Exacerbations are even estimated to account for as much as 25% of the lung function decline in patients with COPD (5). Moreover, while the immediate loss of lung function that occurs during an exacerbation improves over time, it often does not return to the pre-exacerbation levels (6). Specifically, in 25% of exacerbators lung function is not restored to pre-exacerbation levels after 35 days. In 7% of COPD patients experiencing an exacerbation, lung function has still not recovered to baseline after 91 days (7).

During a COPD exacerbation, higher concentrations of inflammatory cytokines and factors are found in sputum (8, 9). The increased inflammatory response during an exacerbation contributes to the development of airway oedema, mucus hypersecretion and worsening of airflow limitation (10). Whether the increased inflammation following an exacerbation also affects other processes in the lung such as epithelial repair has not yet been explored. Endogenous epithelial progenitor cells, which are responsible for epithelial repair responses, are dependent on cues from their micro-environment, including soluble factors and their communication with surrounding cells (11). Fibroblasts in particular are highly important in supporting epithelial progenitor cell function through the secretion of paracrine factors including Wnt ligands and fibroblast growth factors (FGFs) (11, 12). We hypothesize that epithelial progenitors develop an altered response to a pro-inflammatory soluble factor milieu during exacerbations, and that an altered epithelial progenitor support function of fibroblasts contributes to this process.

Here, we mimicked the soluble factor micro-environment during a COPD exacerbation using an exacerbation cocktail (EC), composed of factors which were found to be increased during an exacerbation compared to stable COPD. The cocktail consisted of interleukin-1 beta (IL-1β), IL-6, IL-8 and tumor necrosis factor alpha (TNF-α), in concentrations found in the sputum of COPD patients during an exacerbation (9, 13). Using EC we aimed to investigate whether the changed soluble factor micro-environment during a COPD exacerbation influences epithelial repair responses, by using mouse organoids and precision cut lung slices (PCLS). We also used pre-exposed fibroblasts in organoid cultures to ask if EC alters the progenitor support function of fibroblasts, thereby affecting epithelial repair. Finally, we selected three soluble factors (IL-33, amphiregulin and transforming growth factor α (TGF-α)) that were significantly altered in the fibroblast by EC exposure, and studied their impact on epithelial repair in more detail.

## Methods

### Animal handling

Specific pathogen-free wild type C57BL/6J mice (>8 weeks old, male and female) were housed in an environment with controlled humidity at 24 ± 1°C under a 12 hour light/dark cycle. Water and food were given ad libitum. All animal procedures were approved by the local Animal Care and Use committee of the University of Groningen and performed according to the national guidelines under approval number AVD1050020209205.

### Ethics human samples

The procedure for obtaining human lung tissue was in accordance to the Research Code of the University Medical Center Groningen (UMCG), as stated on https://umcgresearch.org/w/research-code-umcg as well as national ethical and professional guidelines Code of Conduct for Health Research (https://www.coreon.org/wp-content/uploads/2023/06/Code-of-Conduct-for-Health-Research-2022.pdf). The use of left-over lung tissue in this study was not subject to Medical Research Human Subjects Act in the Netherlands, as confirmed by a statement of the Medical Ethical Committee of the University Medical Center Groningen and therefore exempt from consent according to national laws (Dutch laws: Medical Treatment Agreement Act (WGBO) art 458/GDPR art 9/UAVG art 24). All donor material and clinical information were deidentified prior to experimental procedures, blinding any identifiable information to the investigators. Human lung tissue was obtained from excess lung tissue surplus to clinical care requirements derived from lung resection and lung transplant procedures. Histologically normal lung tissue from tumor resection surgery (non-COPD) was obtained from an area as far away as possible from the tumor and all tissues were examined by an experienced pathologist to exclude the presence of abnormalities.

### Fibroblast cultures

The mouse lung fibroblast cell line CCL206 (CCL-206; ATCC, Wesel, Germany, RRID: CVCL_0437) was cultured in CCL206 medium; DMEM (Lonza, Basel, Switzerland, #42430)/Ham’s F12 (Gibco, #21765) (1:1) supplemented with 10% (v/v) fetal bovine serum (FBS, PAA Laboratories, Pasching, Austria), 2 mM L-glutamine (Life Technologies, Carlsbad, CA, USA, #35050–061), 100 U/ml penicillin/streptomycin (Gibco, Waltham, MA, USA, #15070-063) and 1% amphotericin B (Gibco, #15290-026). Primary human lung fibroblasts were obtained from non-COPD lung material using the crawl out method, as previously described (14). They were maintained in primary fibroblast medium (low glucose DMEM (Biowest, Nuaillé, France) with 10% FBS, 100 U/ml penicillin/streptomycin and 1% glutamax (Gibco, #35050-061)), and used at passage 5 for all experiments. **Table 1** summarizes the characteristics of the fibroblast donors of all experiments. All cells were maintained at 37°C with 5% CO_2_ and confirmed to be mycoplasma negative before use.

**Table 1:** Donor characteristics of primary human non-COPD fibroblasts used in gene expression studies.

Age Median (range)	Sex (M/F)	Smoking status Never/current/ex	Pack years Median (range)	FEV1% of predicted Median (range)	FVC % of predicted Median (range)	FEV1/FVC Median (range)
65 (60-68)	6/0	0/0/6	42.5 (40-70) 2 unknown	83.4 (61.4 - 90.7)	83 (58.4 - 89.5) 1 unknown	0.76 (0.70-0.79)

### Mouse Epcam+ isolation for organoid culture

Epcam+ cells were isolated as described previously (15). Briefly, the lungs of adult C57BL/6J mice were instilled with dispase (BD Biosciences, Oxford, UK, #354235) and digested for 45 minutes at 37°C, after which they were further digested with 220 units/ml DNAse1 (Applichem, Darmstadt, Germany #A3778) in DMEM, and filtered through cell strainers (Corning Incorporated, Corning, NY, USA, #431752). The resulting cell suspension was depleted of CD31+ and CD45+ cells using CD31 (Miltenyi, #130-097-418, RRID: AB_2814657) and CD45 (Miltenyi Biotec, Teterow, Germany #130-052-301, RRID: AB_2877061) microbeads in combination with LS columns (Miltenyi #130-091-051). Finally, the suspension was enriched for epithelial cells using CD326 (Epcam) microbeads (Miltenyi #130-105-958).

### AT2 cell enrichment for organoid culture

After digesting the lungs of adult mice and depleting the cell suspension of CD31+ and CD45+ cells (as described above), the cell suspension was divided into three fractions. 1) The first fraction was incubated with CD326 (Epcam) microbeads to obtain epithelial cells as described above (CD31-CD45-Epcam+ fraction). 2) The second fraction was enriched for alveolar type 2 cells (AT2) cells using MHCII-PE antibody (BD Biosciences, #557000) and anti-PE microbeads (Miltenyi, #130-048-801) (CD31-CD45-MHCII+ fraction). 3) The third fraction was also enriched for AT2 cells, with a different approach. This fraction was first incubated with CD326 (Epcam) microbeads and subsequently enriched using MHCII-PE antibody and anti-PE microbeads (CD31-CD45-Epcam+MHCII+ fraction).

### Organoid culture

The organoid culture was based on published protocols (15). Confluent CCL206 fibroblasts were treated with 10 μg/ml mitomycin C (Sigma-Aldrich, St. Louis, MO, USA, #M4287) for 2 hours in a culture flask to inhibit their proliferation. They were then allowed to recover in normal medium for at least 1 hour, after which they were harvested. Subsequently, 10,000 CCL206 fibroblasts were mixed with 10,000 freshly isolated mouse CD31-CD45-Epcam+ cells, CD31-CD45-MHCII+ cells or CD31-CD45-Epcam+MHCII+ cells. The cell mixtures were seeded into inserts for 24-well plates (Thermo Fisher Scientific, Waltham, USA #10421761) in growth-factor reduced Matrigel (Fisher Scientific, Landsmeer, The Netherlands #11523550) mixed 1:1 with CCL206 medium, and cultured for 14 days with DMEM/Ham’s F12 supplemented with 5% FBS, 100 U/ml penicillin/streptomycin, 1% amphotericin B, 2 mM L-glutamine, insulin-transferrin-selenium (Gibco #15290018), bovine pituitary extract (30 μg/ml, Sigma-Aldrich, #P1476), and recombinant mouse EGF (0.025μg/ml, Sigma-Aldrich, #SRP3196). Y-27632 (10 μM, Tocris Bioscience, Oxford, UK, #1254) was also added for the first 48 hours of culture. Medium was replaced every 2-3 days. Organoid cultures were treated with exacerbation cocktail (see **Table 2**) or the compounds listed in **Table 3** during 14 days of culture. Organoid number and size were quantified on day 14, after which organoids were either fixed with acetone/methanol at -20°C for 15 minutes and stored for subsequent immunofluorescent staining or collected for RNA isolation.

**Table 2:** Composition of the exacerbation cocktail (prepared as a 100x stock in 0.1% BSA in PBS).

Component	Final concentration	Product information
IL-1β	300 pg/ml	IL038, Sigma-Aldrich (St. Louis, MO, USA)
IL-6	300 pg/ml	200-06, Peprotech (Cranbury, NJ, USA)
IL-8 (human) Or KC (mouse)*	20 ng/ml 20 ng/ml	200-08M, Peprotech 250-11, Peprotech
TNFα	200 pg/ml	T6674, Sigma-Aldrich

*Species-matched exacerbation cocktail was used throughout the studies, containing IL-8 for human cells or KC for mouse cells

**Table 3:** List of treatments used on mouse organoids.

	Final concentration	Product information
Amphiregulin	10 ng/ml and 50 ng/ml	315-36, Peprotech
TGF-α	10 ng/ml and 50 ng/ml	100-16A, Peprotech
Gefitinib (Iressa^®^)	1 μM and 10 μM	3000, R&D systems (Minneapolis, MN, USA)
IL-33	10 ng/ml	200-33, Peprotech
IL-33R antibody	1.5 μg/ml	MAB523, R&D systems

### Cytospins

50.000 freshly isolated CD31-CD45-Epcam+ cells, CD31-CD45-MHCII+ cells and CD31-CD45-Epcam+MHCII+ cells were spun down onto six 3% (w/v) bovine serum albumin (BSA, Capricorn Scientific, Ebsdorfergrund, Germany) pre-coated microscope slides for 5 min at 550 rpm. Cytospins were air-dried for 30 min and subsequently stored at -20 °C. Samples were permeabilized with 0.1% Triton X in PBS for 10 min, and subsequently blocked for 1 hour with 5% BSA, 2% donkey serum (Jackson Immunoresearch, West Grove, PA, USA, #017-000-121, RRID: AB_2337258), 0.1% Triton X in PBS. Next, samples were incubated overnight at °4 C with rabbit anti-Prosurfactant Protein C (pro-SPC) (MiliporeSigma, Burlington, MA, USA, #AB3786, RRID: AB_91588) diluted 1:1000 in 2% BSA, 2% donkey serum, 0.1% Triton in PBS. They were then washed three times with PBS, and subsequently incubated for 1 hour with the secondary antibody donkey anti-rabbit Alexa fluor 488 (Thermo Fisher Scientific #A21206, RRID : AB_2535792) diluted 1:500. After washing the samples three times with PBS, cytospins were covered with mounting medium containing 4’,6-diamidino-2-phenylindole (DAPI) (Abcam, #104139) and visualized with an Eclipse Ti2-E microscope (Nikon, Tokyo, Japan) at magnification 20x. Representative images were magnified from original 20x images, but were otherwise not altered. Mean Fluorescence Intensity (MFI) was analyzed using ImageJ software (16) by defining the region of interest of each cell and measuring the MFI per cell for pro-SPC staining.

### Immunofluoresence

Mouse organoids were stained as previously described (15). Briefly, fixed organoids were blocked inside the insert with 5% BSA in PBS for 2 hours, and then incubated with primary antibodies rabbit anti-pro-SPC (MilliporeSigma, #AB3786) and mouse anti-Acetylated α Tubulin (ACT) (Santa Cruz Biotechnology, Dallas, TX, USA, #sc-23950, RRID: AB_628409) diluted 1:200 in 0.1% BSA 0.1% Triton X in PBS at 4°C overnight. Subsequently, secondary antibodies donkey anti-rabbit Alexa fluor 488 (Thermo Fisher Scientific #A21206, RRID: AB_2535792) and donkey anti-mouse Alexa fluor 568 (Thermo Fisher Scientific #A10037, RRID: AB_2534013) diluted 1:200 in 0.1% BSA 0.1% Triton X in PBS were added for 2 hours. Fixed organoid cultures were then excised from the insert and mounted on glass slides with mounting medium containing DAPI(Abcam). Organoid staining was quantified using a blinded approach on a DM4000B fluorescence microscope (Leica Camera, Wetzlar, Germany).

### Precision cut lung slices (PCLS)

PCLS were obtained as previously described (17). Briefly, the lungs of adult C57BL/6J mice were inflated with 1.5% low-melting point agarose (Gerbu Biotechnik GmbH, Wieblingen, Germany), separated into lobes, and cut into PCLS of 250 μm thickness using a vibrating microtome (VT1000 S Vibrating blade microtome, Leica). Slices were placed into 12-well plates and treated with vehicle control or EC for 48 hours. They were then stored at -80°C until further processing for RNA isolation, which was performed using Maxwell simplyRNA tissue kit (Promega, Madison, WI, USA, #AS1280) according to manufacturer’s instructions.

### Organoid re-sorting

300,000 proliferation-inactivated CCL206 fibroblasts were mixed with 300,000 freshly isolated mouse Epcam+ cells and seeded into 6-well plates in 500 μl growth factor reduced Matrigel mixed with 500 μl CCL206 medium. They were cultured for 72 hours with mouse organoid medium supplemented with Y-27632 and in the presence of vehicle control or EC, after which the Matrigel was disrupted by 45 minutes incubation with dispase (1:1). Organoids were brought into a single cell suspension by incubating with trypsin for 5 minutes. Cells were then sorted back into Epcam+ cells and Epcam- cells (CCL206 fibroblasts) using CD326 microbeads and LS columns, and both populations were subjected to RNA isolation using the NucleoSpin^®^ RNA kit (Macherey-Nagel, Düren, Germany, #740955) according to manufacturer’s instructions. Finally, both populations were bulk RNA-sequenced separately.

### RNA sequencing

RNA concentrations were initially determined on a Nanodrop ND-1000 spectrophotometer, and quantified in detail by a Bioanalyzer and Fragment analyzer system (Agilent). Genomescan (the Netherlands) used the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA #E7760S/L) to process the samples and performed bulk RNA-sequencing using an Illumina NovaSeq 6000 sequencer. Data quality control, adapter trimming, alignment of short reads and feature counting were included in the procedure. Ribosomal (and globin) content was determined to check the library preparation. Samples were checked for possible sample and barcode contamination and various standard quality metrics of the raw data set were determined using FstQC v0.34 and FastQA. The reads were trimmed for adapter sequences using Trimmomatic v0.30 and then aligned with the mouse reference GRCm38 (patch 6). Gene duplicates and genes with an average raw count <1 were removed. Paired-sample analysis using the DESeq2 package 1.34.0 in R 4.2.2 was performed to determine differentially expressed genes (DEGs), which were regarded as significant when padj<0.05. Pathway enrichment analysis was done with all DEGs using the fgsea package 1.20.0 in R. Pathways were considered significant when padj<0.05. Volcano plots were generated using the R package EnhancedVolcano 1.14.0 with cut-offs padj<0.05 and logFold>1. ComplexHeatmap version 2.12.1 was used to create heatmaps with normalized counts obtained from DESeq2 analysis as input. Normalized counts obtained from DESeq2 analysis were also used to report normalized count values. Epithelial signature scores were determined using the marker genes associated with specific epithelial subtypes (from the human lung cell atlas (18)). These gene sets were used as pathway definitions in order to run pathway enrichment analysis with fgsea in R. The complete dataset is available via the Geo Dataset GSE245259.

### Gene expression studies fibroblasts

Primary human fibroblasts of non-COPD donors (**Table 1**) were seeded into 6-well plates in primary fibroblast medium at a density of 300,000 cells per well. They were then quiesced for 24 hours in low glucose DMEM with 0.1% BSA and antibiotics, and then exposed to EC for 24 hours, after which they were lysed in TRIzol (Invitrogen, Waltham, MA, USA, #15596018). RNA was isolated with TRIzol according to manufacturer’s instructions.

### RT-qPCR

RNA concentrations were quantified with a Nanodrop ND-1000 spectrophotometer. Equal mRNA concentrations were reverse transcribed into cDNA. A 7900HT Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA) was used for Real-Time qPCR, with denaturation at 94°C for 30 seconds, annealing at 60°C for 30 seconds and extension at 72°C for 30 seconds for 40 cycles followed by 5 minutes at 72°C, using SYBR green (Roche Applied Science, Mannheim, Germany) as the DNA binding dye. The 2^-ΔΔCT^ method was used to determine fold changes. Gene expression was normalized to housekeeping genes *B2M*, *SDHA* and *HMBS* for human samples and *Rpl13a, B2m* and *Actb* were used as housekeeping genes for mouse samples. The complete lists of human and mouse primer sequences (Biolegio, Nijmegen, the Netherlands) are summarized in **Supplementary Tables 1**, **2** (**Supplementary Material**) respectively.

### Data analysis

GraphPad Prism 8 was used for statistical testing of all data except RNA sequencing data (see above). The number of biological replicates is described by N. Data are presented with mean and standard deviation unless described otherwise. Normalized data were log transformed before statistical evaluation. All data were checked for normality using the Shapiro-Wilk test. For parametric data, a paired two-tailed t-test, paired one-way ANOVA or two-way ANOVA was used, whereas for nonparametric data, a Wilcoxon or Kruskal-Wallis test was used, where appropriate. In cases where there were missing values an unpaired statistical approach was used. Differences were considered significant when p<0.05.

## Results

### The exacerbation cocktail promotes organoid formation and growth, and changes epithelial differentiation dynamics

To investigate the effect of the soluble factor milieu during a COPD exacerbation on epithelial growth and differentiation, we first employed the mouse organoid model, which can be used to assess effects on growth of epithelial progenitors into differentiated epithelial cells over the course of 14 days (**Figure 1A**). A concentration response to EC was examined, in which EC approximated the concentrations of factors found in sputum during an COPD exacerbation (9, 13), with two higher concentrations of the cocktail also being included (ECx3 and ECx10) to account for possible dilution of the measured factor concentrations during sample collection. We found that the number and size of the organoids formed by Epcam+ epithelial cells were significantly increased by all EC concentrations tested (**Figures 1B–D**). Quantitative immunohistochemistry for pro-SPC and acetylated tubulin (ACT) revealed that ECx3 and ECx10 significantly increased the fraction of organoids that were pro-SPC+/ACT+ on day 14 (p=0.0011 and p=0.0057 respectively), which was at the expense of pro-SPC+/ACT- organoids (**Figure 1E**). In addition, using qPCR we found that EC significantly upregulated the expression of alveolar type 2 (AT2) cell marker *Lamp3* (p=0.0016) and mucin genes *Muc5ac* (p=0.0061) and *Muc5b* (p=0.0343) in mouse organoids on day 14. The expression of *Sftpc* (marking AT2 cells), as well as markers associated with ciliated cells *(Foxj1, Tekt1)*, club cells *(Scgb1a1)* and AT1 cells *(Hopx, Pdpn, Aqp5)* were not significantly affected by the presence of EC, although *Sftpc* and *Hopx* expression tended to increase (p=0.1081 and p=0.0680 respectively) (**Figures 1F, G**). As the lowest concentration of EC induced a robust response in mouse organoids, we continued our studies with this concentration of EC only. We then aimed to validate the impact of EC on the growth and differentiation of AT2 cells using the organoid model. To do so, we further enriched the starting population for AT2 cells using major histocompatibility complex class II (MHCII) selection (MHCII+) or Epcam followed by MHCII selection (Epcam+MHCII+), and studied the organoid formation of these cell populations compared to the Epcam+ population (**Figure 1H**). Pro-SPC staining of cytospins from these populations revealed that freshly isolated MHCII+ cells and Epcam+MHCII+ cells had a significantly higher expression of pro-SPC compared to Epcam+ cells, indicating further AT2 cell enrichment (**Figures 1I, J**). EC exposure led to a significant increase in the number of organoids formed by all three cell populations to a similar extent (**Figures 1K, L**), and similarly affected organoid size in all three preparations (**Figure 1M**).

**Figure 1:**
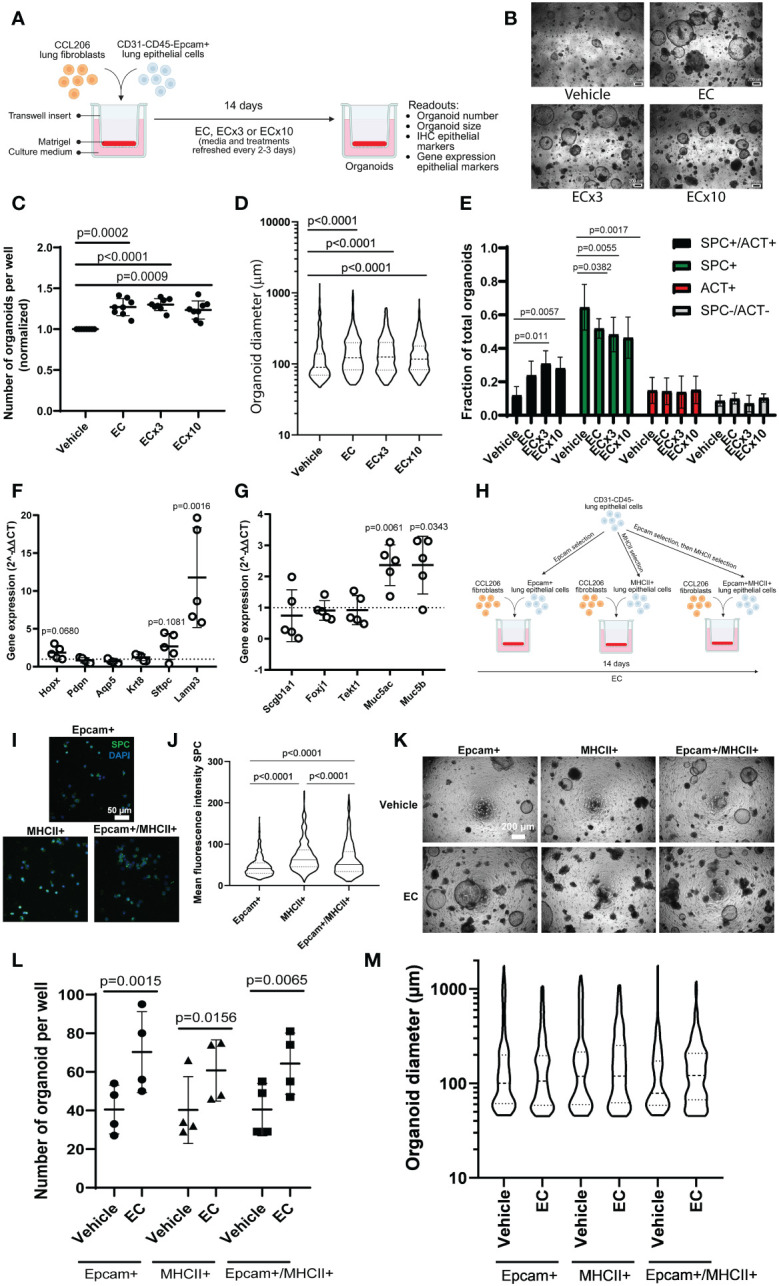
Mouse organoid number and size are increased in response to exacerbation cocktail, associated with altered epithelial differentiation. **(A)** Schematic overview of experimental set-up. CCL206 fibroblasts were mixed with primary CD31-CD45-Epcam+ mouse lung epithelial cells and seeded into Matrigel. Cultures were continuously treated with exacerbation cocktail (EC), ECx3 or ECx10 for 14 days, after which resulting organoid formation was studied (created using BioRender.com). **(B)** Representative brightfield images of day 14 organoids treated with vehicle control and increasing concentrations of EC. Scale bar = 200 μm. **(C)** Number of mouse organoids formed by primary mouse epithelial (Epcam+) cells co-cultured with CCL206 fibroblasts after EC, ECx3 and ECx10 exposure on day 14. Values are normalized to the vehicle control (paired one-way ANOVA on log-transformed data, N=8). **(D)** The effect of EC, ECx3 and ECx10 on mouse organoid size (median is shown, Kruskal-Wallis test, N=8). **(E)** Quantification of immunohistochemistry for pro-SPC and ACT (two-way ANOVA, N=8). **(F)** The effect of EC exposure on the expression of alveolar marker genes *Hopx, Pdpn, Aqp5, Krt8, Sftpc* and *Lamp3* measured by qPCR in day 14 organoids. Values are displayed as 2^-ΔΔCT^ values which were normalized to the vehicle control. Vehicle control value (=1) is represented by dotted line (paired t-test on log-transformed ΔCT values, N=6). **(G)** The expression of proximal epithelial marker genes *Scgb1a1, Foxj1, Tekt1, Muc5ac* and *Muc5b* in day 14 organoids after continuous exposure to EC. Data are presented as 2^-ΔΔCT^ values, normalized to the vehicle control, and vehicle control values (=1) are illustrated by the dotted line (paired t-test on log-transformed ΔCT values, N=6). **(H)** Schematic overview of alveolar type 2 (AT2) cell enrichment approach. Mouse lung cells were depleted of CD31 and CD45 cells, after which the cell suspension was split into three populations. Epithelial cells were enriched by Epcam selection (Epcam+), whereas AT2 cells were enriched by MHCII selection (MHCII+) or by Epcam selection followed by MHCII selection (Epcam+MHCII+). Organoid formation by all three populations was studied (created using BioRender.com). **(I)** Representative images of cytospins from the Epcam+, MHCII+ and Epcam+MHCII+ populations stained with pro-SPC. Scale bar=50 µm. **(J)** Mean fluorescence intensity (MFI) of pro-SPC staining of cytospins (median is shown, Kruskal-Wallis test, N=3. A total of 500-600 cells were assessed per condition). **(K)** Representative brightfield images of organoids formed on day 14 by cells from the three isolation methods in response to EC. Scale bar=200 µm. **(L)** Number of organoids formed on day 14 by Epcam+, MHCII+ or Epcam+MHCII+ cells in response to EC exposure (two-way ANOVA, N=4). **(M)** Organoid diameter measured on day 14 (median is shown, Mann-Whitney test to compare EC to respective vehicle control (Bonferroni-corrected α=0.0167), N=4).

Next, we exposed mouse precision cut lung slices (PCLS) to EC for 48 hours to investigate the effect of EC on already differentiated epithelial cells in their natural context. We found that EC did not affect any of the epithelial markers we tested, including *Sftpc*, *Hopx*, *Foxj1*, *Scgb1a1* and *Muc5ac* (**Supplementary Figures 1A, B**). Collectively this indicates that EC affects the growth and differentiation of epithelial progenitors toward alveolar and airway phenotypes, but has little effect on the already differentiated epithelial cells themselves.

To explore the transcriptional effects of EC on organoids in more detail and to capture the early events associated with EC exposure, we exposed mouse organoid cultures (mouse Epcam+ cells co-cultured with CCL206 fibroblasts) to EC for 72 hours, after which we re-sorted the cells back into epithelial (Epcam+) and CCL206 fibroblast (Epcam-) fractions and subjected them to bulk RNA-sequencing separately (**Figure 2A**). 

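Bulk RNA-sequencing of the re-sorted epithelial cells covered 4 mice, each with an organoid culture exposed to vehicle and a culture exposed to EC for 72 hours. The cultures held 300000 primary Epcam+ lung epithelial cells and as many cells of CCL206, a mouse lung fibroblast line whose proliferation had been stopped with mitomycin C. EC contained 300 pg/ml IL-1β, 300 pg/ml IL-6, 200 pg/ml TNF-α and 20 ng/ml KC, the mouse counterpart of IL-8. The sample labels name IL-8 in place of KC. After digestion, the cells were separated again with Epcam microbeads, so that the Epcam+ cells (epithelial libraries) and the Epcam- cells (fibroblast libraries) of a culture were sequenced separately. The authors trimmed the reads with Trimmomatic and aligned them to the mouse genome, GRCm38 patch 6 according to the paper and GRCm39 according to the sample labels. They deposited the number of reads counted on each of 55487 Ensembl genes, without normalization. The text names neither the aligner nor the counting program. Between 12402492 and 20317181 reads per vehicle library were counted on genes (median 13570018.5), and between 11562140 and 17467462 per EC library (median 14096333). EC and vehicle were compared on these counts with edgeR's quasi-likelihood test after TMM normalization, with the mouse as a block, since vehicle and EC cultures of the same number came from the same mouse. The test covered the 17789 genes with a mean raw count of at least 1, and p-values were adjusted with the Benjamini-Hochberg method. The study itself ran a paired analysis in DESeq2 with the same minimum count. Beyond the differences between mice that the block removes, genes varied by 12.2% (biological coefficient of variation). With 4 pairs, this variation sets the smallest change the test could detect. On simulated counts of this design, the test found 187 of 200 changed genes in the right direction and called 13 genes that had not been changed. Each planted change had an absolute log2 fold change of 1, in genes with more reads than the filter asks for, and no differences between mice were simulated. These counts do not show how often smaller changes, or changes of genes with few reads, would be found.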

The principal component analysis (PCA) plot indicated that epithelial cells grown in organoid cultures exposed to EC had a different gene signature compared to vehicle control (**Figure 2B**). Indeed, differential expression analysis revealed that EC induced 767 differentially expressed genes (DEGs) in epithelial cells (padj<0.05) (**Figure 2C**). 

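In a PCA of the 500 genes with the largest variance in log2 CPM (counts scaled to the library size), the first component held 36.3% and the second 29.8% of the variance of the 8 epithelial libraries. The libraries of EC-exposed cultures lay between 11.6 and 20.6 on the first component and those of vehicle cultures between -18.8 and -11.4, without overlap. Treatment accounted for 96.3% of the variance of this component. The second component set apart mouse 4, whose EC library lay at -20.1 and whose vehicle library lay lower still, while the other 3 mice lay between 1.11 and 16.9. The order of the components depended on single mice. Without mouse 1, treatment accounted for 21.3% of the first component and 75.4% of the second, and without mouse 3 for 12.5% and 86.8%. With all 17789 genes, the first component held 25.7% of the variance, the groups overlapped on it, and treatment accounted for 60.5% of the second component.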

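Epithelial cells of EC-exposed cultures had 830 DEGs with an adjusted p-value under 0.05, of which 349 were higher and 481 lower than in vehicle control. An absolute log2 fold change over 1 was reached by 281 of them (153 higher and 128 lower). The count depended on the mice. Without mouse 4 there were 1522 DEGs, without mouse 1 there were 553 and without mouse 3 there were 531. Without the mouse as a block there were 308 DEGs, all among the 830. DESeq2 gave 771, of which 742 were shared, and subtraction of the estimated share of fibroblast RNA gave 285. Among DEGs with an absolute log2 fold change over 1 and the same direction in 4 of 4 mice, the smallest adjusted p-values of the higher genes belonged to Cxcl5, Lcn2, Pdzrn3, Cxcl3 and Pigr, and those of the lower genes to Krt4, Cckar, Ndnf, Ces1g and Hc. Cxcl5, a neutrophil-attracting chemokine (ENSMUSG00000029371), rose from 84.6 ± 30.9 CPM in vehicle to 1311 ± 378 CPM in EC (SD, n = 4 mice), a log2 fold change of 3.98 (standard error 0.10, adjusted p = 7.9e-14 from edgeR's quasi-likelihood test). Lcn2 (ENSMUSG00000026822) rose from 10.0 ± 1.49 to 223 ± 43.2 CPM, a log2 fold change of 4.45 (standard error 0.14). Among the lower genes, Krt4 (ENSMUSG00000059668) had a log2 fold change of -1.86 (standard error 0.09), from 199.5 ± 29.6 to 54.6 ± 4.98 CPM. With each mouse left out in turn, the log2 fold change stayed between 3.92 and 4.02 for Cxcl5, between 4.32 and 4.61 for Lcn2, and between -1.94 and -1.82 for Krt4. The 20 genes labelled in Fig. 2C were all DEGs here, 13 higher and 7 lower, and 20 passed when adjusted over the list alone. They were picked by the study from these libraries, so this count is not independent evidence. Of these, Dcn and Itgb2 were no longer past the threshold (log2 fold change 0.29, adjusted p = 0.567, and 0.62, adjusted p = 0.413) once the RNA that the fibroblasts of the same culture would bring along entered the test as an offset. Over all their alternatives the adjusted p-values ran from 1.3e-44 to 0.567 for Dcn and from 0.00112 to 0.413 for Itgb2. This correction was chosen after seeing the data and left 505 DEGs, of which 502 were among the 830.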

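The study's pathway definitions were not used here. Instead, 23 lists of 18 to 54 mouse genes, written from general knowledge before the data were examined, were tested with fgsea on all 17789 genes ranked by the edgeR statistic. A normalized enrichment score (NES) above 0 means higher expression in EC, and p-values were adjusted over the 23 lists. In epithelial cells, the list of TNF-α/NF-κB target genes had an NES of 2.79 (adjusted p = 1.9e-11). Of its 39 tested genes, 14 were DEGs, all higher in EC, and 22 passed when adjusted over the list alone. The Reactome set for TNF signaling lists 9 genes, and p-values of these sets were adjusted over the Reactome sets. It gave 1.46 (adjusted p = 0.146), the highest adjusted p among the alternatives, which started from 7.8e-26. The IL-6/JAK/STAT3 list had an NES of 1.80 (adjusted p = 0.0103), with 4 DEGs among 36 genes and 7 adjusted over the list alone. With the Reactome set for IL-6 signaling, which lists 10 genes, the score changed sign, to -0.80 (adjusted p = 0.712, against 0.00220 to 0.859 over all alternatives). Sets this small and the longer lists used here are not like for like. The interferon list was not past the threshold, with an NES of 1.01 (adjusted p = 0.434) and 2 DEGs among 37 genes, as many as when adjusted over the list alone, and with the Reactome set its score was below 0. MYC target genes had an NES of 2.33 (adjusted p = 1.2e-05), although 1 of their 51 genes was a DEG, also when adjusted over the list alone. The lists of S phase and G2/M genes had NES of 1.87 (adjusted p = 0.00707) and 1.83 (adjusted p = 0.00788). They contained 0 DEGs, also when adjusted over the lists alone, and 3 of 43 and 11 of 54 genes with an unadjusted p under 0.05. Median log2 fold changes were 0.42 for the TNF-α/NF-κB list, 0.08 for S phase and 0.07 for G2/M. Single mice decided the cell cycle calls. The adjusted p of the S phase list was 0.0662 without mouse 1 and 0.173 without mouse 3, and that of the G2/M list was 0.0779 without mouse 3, while over all alternatives these values ran from 5.7e-05 to 0.639 and from 3.7e-05 to 0.607. In total, 18 of the 23 lists passed the threshold. Camera with a preset correlation of 0.01 also called 18. With an estimated correlation it called 3 lists, those of AT1 cells, hypoxia and secretory defence genes, and fry called 6, the same 3 and those of cholesterol synthesis, glycolysis and the unfolded protein response.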

Pathway analysis showed that pathways associated with inflammation (such as *inflammatory response, allograft rejection, IL-6/JAK/STAT3 signaling, TNFA signaling via NFKB*) and with proliferation (including *Myc targets, E2F targets* and *G2M checkpoint*) were significantly enriched in EC-exposed epithelial cells (**Figure 2D**). 

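RNA of CCL206 fibroblasts in the epithelial libraries bears on mesenchymal genes, so its share was estimated first. For each epithelial library, the share was the median ratio of its CPM to that of the fibroblast library of the same mouse and treatment, over those of 30 fibroblast genes with at least 50 CPM in the latter. For the vehicle culture of mouse 2, the mean of the other fibroblast vehicle libraries was used. The share was 6.06 ± 2.40% in vehicle and 11.3 ± 4.57% in EC libraries (SD, n = 4 each; exact two-sided permutation test, p = 0.0857). From Xist in place of these genes, an alternative chosen after seeing the data, it was 7.41 ± 5.77% and 19.2 ± 18.7% (SD, n = 4 each, exact two-sided permutation test, p = 0.2). The EC mean rests largely on mouse 1, whose EC fibroblast library held 309 Xist CPM, against 756 to 1123 CPM in the others. In the epithelial EC library of mouse 1, Xist was 142 CPM, within the 54.5 to 171 CPM of the others. The corrections below do not use the Xist estimate. With the cultures of a mouse as a pair, a comparison also added after seeing the data, the share from fibroblast genes was higher with EC in 4 of 4 mice. The mean difference was 5.27 percent points (exact two-sided sign-flip test, with as large a difference in 2 of 16 sign flips, the fewest that 4 pairs can give). Part of it lies in the denominator of the ratio. Summed over the 30 fibroblast genes, mean CPM rose from 1002 to 1203 in epithelial libraries and fell from 13809 to 10213 in fibroblast libraries. The ratio can thus rise without as large a rise of fibroblast RNA in the epithelial libraries. The list of epithelial-mesenchymal transition and extracellular matrix genes had an NES of 1.88 (adjusted p = 0.00675). Of its 45 tested genes, 9 were DEGs (6 higher and 3 lower), and 17 passed when adjusted over the list alone. The paper labels 2 of the list's genes in its volcano plots. After subtraction of the estimated fibroblast share from the counts, the NES was 1.55 (adjusted p = 0.0488). With the expected mixture of the fractions as an offset in the test, an alternative chosen after seeing the data, the NES was -1.16 (adjusted p = 0.274), and over all alternatives the adjusted p ran from 1.5e-05 to 0.527. The Hedgehog list was not past the threshold (NES 1.03, adjusted p = 0.427), and without mouse 2 its score was -0.86. Of its 17 tested genes 1 was higher and 1 lower in EC, also adjusted over the list alone. The Wnt list had an NES of -1.16 (adjusted p = 0.283), which became 0.92 without mouse 3 and 0.93 without mouse 4. Among its 32 tested genes, 2 were higher and 2 lower, and 6 passed when adjusted over the list alone. The Notch list was lower in EC with an NES of -1.66 (adjusted p = 0.0155), and 3 of its 25 tested genes were DEGs, all lower, against 5 adjusted over the list alone. Without mouse 4, its NES was -1.51 with an adjusted p of 0.0588, and without the mouse as a block the adjusted p was 0.147, within a range of 0.00294 to 0.607 over all alternatives.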

We note that *Epithelial mesenchymal transition* was upregulated, potentially related to the decrease in epithelial marker genes, and that pathways associated with lung development and repair including *Hedgehog signaling, Wnt/beta-catenin signaling* and *Notch signaling* (11) were reduced (**Figure 2D**). 

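Of the 19 epithelial marker genes shown in Fig. 2E, 9 were DEGs in the EC-exposed epithelial cells, 8 lower and 1 higher, and 11 passed when adjusted over the list alone. The study chose these genes for a figure of the same libraries, so the latter count is not independent evidence. Positions are those of the RefSeq annotation of GRCm38 patch 6, the build the paper names. Sftpc (ENSMUSG00000022097, chromosome 14, 70520941 to 70524081), which encodes surfactant protein C of AT2 cells, was 4028.5 ± 676 CPM in vehicle and 1969 ± 801 CPM in EC (SD, n = 4 mice), a log2 fold change of -1.10 (standard error 0.18, adjusted p = 0.00121 from edgeR's quasi-likelihood test). Ager (ENSMUSG00000015452, chromosome 17, 34597460 to 34600937), a marker of AT1 cells, had a log2 fold change of -1.11 (standard error 0.14, adjusted p = 7.2e-05). Abca3 (ENSMUSG00000024130, chromosome 17, 24351921 to 24410204), a lipid transporter of AT2 cells, had a log2 fold change of -0.52 (standard error 0.12, adjusted p = 0.0132). Aqp5 (ENSMUSG00000044217, chromosome 15, 99591028 to 99594829), an AT1 cell water channel, had a log2 fold change of -0.37 (standard error 0.08, adjusted p = 0.0102). Scgb1a1 (ENSMUSG00000024653, chromosome 19, 9083642 to 9087956), a secretory protein of club cells, had a log2 fold change of -0.54 (standard error 0.09, adjusted p = 0.00204). Each of these genes was lower in EC in 4 of 4 mice, and with each mouse left out in turn the log2 fold changes stayed negative. Their calls were less stable. Aqp5 was past the threshold without mouse 4, but not without mouse 1 (adjusted p = 0.119), mouse 2 (0.0533) or mouse 3 (0.0743). Abca3 was not past it without mouse 3 (adjusted p = 0.0683), nor Sftpc with robust estimation of the dispersion (adjusted p = 0.136). Over all alternatives the adjusted p ran from 3.8e-10 to 0.136 for Aqp5, from 3.2e-07 to 0.184 for Abca3, from 9.0e-112 to 0.136 for Sftpc, from 1.3e-14 to 0.0762 for Scgb1a1 and from 4.9e-77 to 0.0108 for Ager. Hopx (-0.65), Sftpb (-0.49) and Ngfr (-1.35) were the other lower DEGs, Ngfr with an adjusted p of 0.0531 without mouse 3 (from 7.6e-10 to 0.819 over all alternatives). Muc5b was higher in EC, with a log2 fold change of 0.83 (adjusted p = 0.00485), but not past the threshold with DESeq2 (adjusted p = 0.122) or robust estimation (0.0688), within a range of 2.1e-49 to 0.705. Scgb3a2 was near the limit of detection, at 1.06 ± 0.881 CPM in vehicle and 0.129 ± 0.156 CPM in EC, and was not past the threshold (adjusted p = 0.0694), but was without mouse 2 (0.00915) or mouse 4 (5.8e-04), within a range of 5.8e-04 to 0.484.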

Interestingly, after 72 hour of EC-exposure, epithelial cells already had a reduced expression of various epithelial marker genes, including *Sftpc, Abca3, Aqp5, Ager* and *Scgb1a1* (**Figure 2E**). We also assessed changes in epithelial cell signatures, which were based on the marker genes associated with each epithelial subtype. These epithelial signatures were used to run pathway analysis, which revealed that the AT2 and AT1 cell signatures were significantly reduced, whereas the club cell and bronchial goblet cell signatures were enriched (**Figures 2F, G**). These results indicate that EC affects various cellular processes and pathways associated with repair including proliferation and differentiation already at an early time point.

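The signatures of the human lung cell atlas were not used here, and 8 cell type lists written for mouse genes were tested instead. The AT1 list was lower in EC-exposed epithelial cells, with an NES of -2.55 (adjusted p = 6.1e-11 from fgsea). Of its 21 tested genes 12 were DEGs, all lower, and 15 passed when adjusted over the list alone. The AT2 list had an NES of -1.32 and was not past the threshold (adjusted p = 0.155). Its genes moved both ways, with 5 higher and 9 lower DEGs among 23 and 18 passing when adjusted over the list alone. Without mouse 3, its NES was 1.42 (adjusted p = 0.115), and without the genes labelled in the volcano plots it was -1.66 (adjusted p = 0.0237), the lowest among alternatives that reached up to 0.735. The list of club cell genes had an NES of -1.85 (adjusted p = 0.00584), with 3 higher and 6 lower DEGs among 21 genes and 13 adjusted over the list alone. Without mouse 3 it was -1.49 with an adjusted p of 0.0736, between 2.1e-06 and 0.331 over all alternatives. The goblet cell list was higher in EC, with an NES of 2.12 (adjusted p = 0.00129). Of its 17 tested genes, 5 were DEGs, all higher, as many as when adjusted over the list alone. The list of secretory defence genes, such as Lcn2 and Pigr, had an NES of 2.55 (adjusted p = 7.3e-09), and 15 of its 20 tested genes were DEGs, 14 of them higher, with 18 adjusted over the list alone. The paper labels 10 of the 24 genes on this list in its volcano plots of these libraries, and names 6 genes of the AT2 list. The ciliated cell list was not past the threshold (NES -1.41, adjusted p = 0.0980), with 0 DEGs among 27 genes, also when adjusted over the list alone, and 2 genes with an unadjusted p under 0.05. Without mouse 3 its NES was 0.50, but in 2 of 14 alternatives the list was past the threshold. With each mouse left out in turn, its NES ran from -1.69 to 0.50 and its adjusted p from 0.0120 to 0.992. The lists of basal cells (NES -1.99, adjusted p = 9.6e-04) and of transitional alveolar cells (NES -1.83, adjusted p = 0.00413) were lower in EC, with 6 of 18 and 3 of 19 genes as DEGs, and 11 and 8 adjusted over the lists alone.

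**Figure D1:**
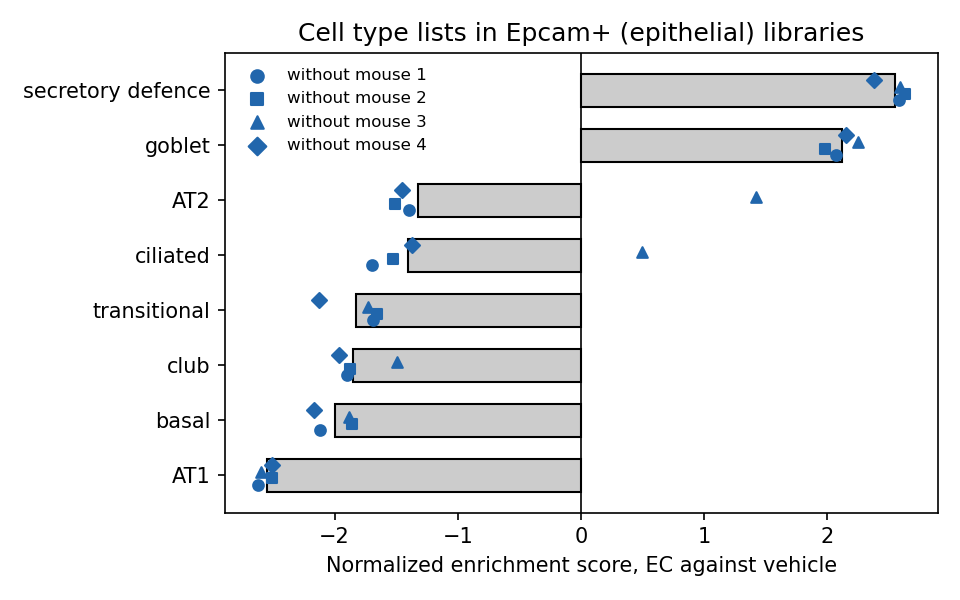
Normalized enrichment scores of 8 cell type lists in EC-exposed against vehicle epithelial cells (bars, all 4 mice; values above 0 mean higher in EC), with points for the scores obtained without each mouse. The AT1 list lies at -2.55 and the secretory defence list at 2.55, while the AT2 and ciliated lists cross 0 without mouse 3.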

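The remaining lists were those of metabolic and stress genes, all higher in EC-exposed epithelial cells. The glycolysis list had an NES of 2.59 (adjusted p = 8.7e-10), the hypoxia list 2.58 (2.0e-08), the cholesterol synthesis list 2.41 (1.2e-05) and the unfolded protein response list 2.40 (1.2e-05). DEGs made up 11 of 20, 11 of 26, 3 of 25 and 4 of 29 of their tested genes, all of them higher, and 17, 17, 9 and 17 passed when adjusted over the lists alone. The oxidative phosphorylation list had an NES of 1.77 (adjusted p = 0.0103) with 0 DEGs among 47 genes, also over the list alone, 3 genes with an unadjusted p under 0.05, and an NES of -0.73 without mouse 4. The epithelial cells had transcripts for receptors of 3 of the cocktail's factors. In vehicle libraries, Il1r1 was 51.8 ± 5.36 CPM, Il6ra 15.5 ± 2.78, Il6st 185 ± 13.3, Tnfrsf1a 86.8 ± 4.74 and Tnfrsf1b 82.9 ± 5.94 CPM (SD, n = 4 mice). Receptors of KC were hardly detectable at this depth, with 0 counts for Cxcr1 and at most 6 counts per library for Cxcr2. Of the 7 tested receptor genes of the cocktail 0 were DEGs, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. From the enriched inflammatory and proliferation pathways, the reduced repair pathways and the changed marker genes and cell signatures, the paper concludes that EC affects processes of repair, including proliferation and differentiation, already at an early time point.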

**Figure 2:**
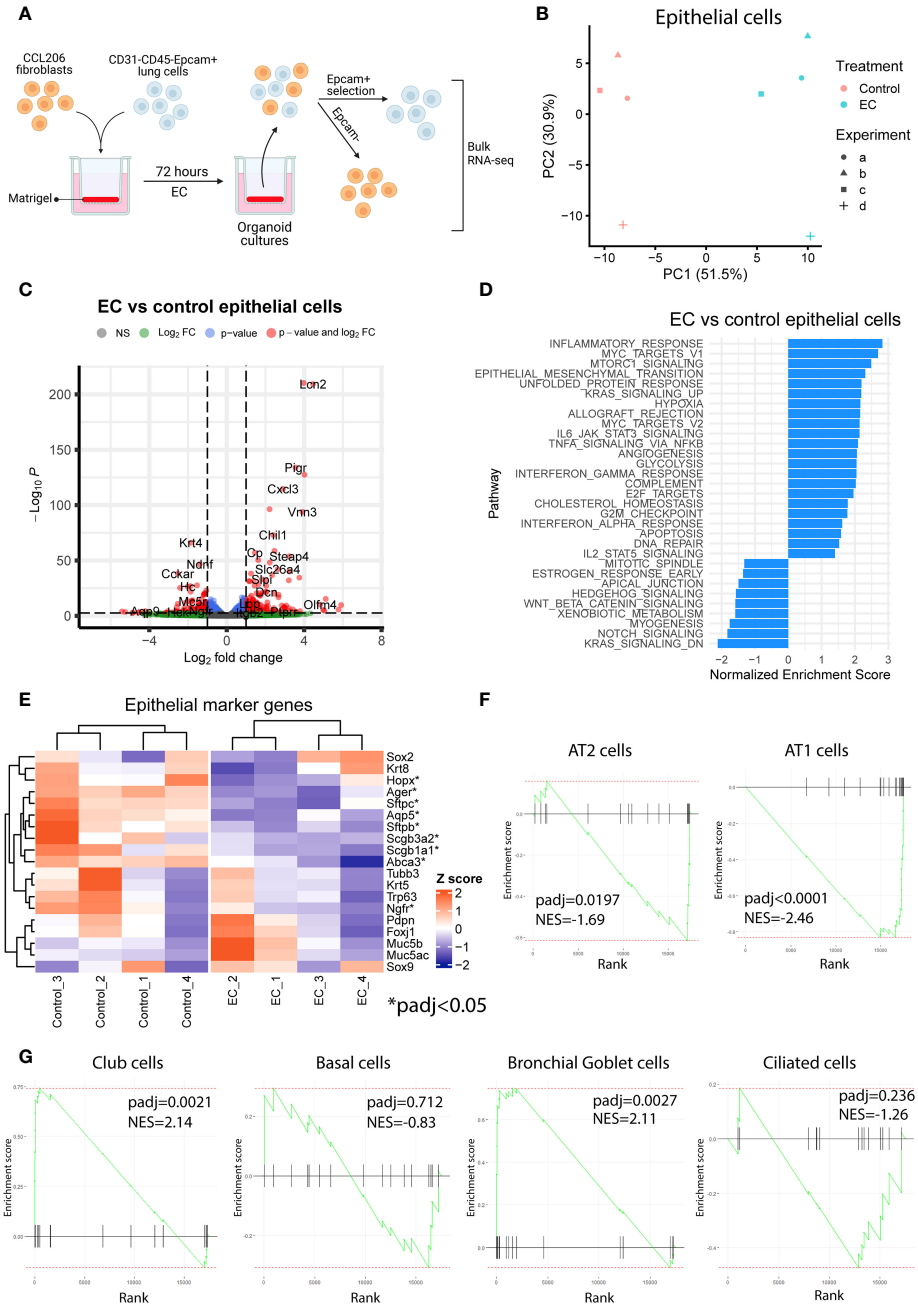
Exacerbation cocktail induces proliferation and epithelial differentiation defects already at early time point of organoid culture. **(A)** Mouse organoid cultures treated with exacerbation cocktail (EC) for 72 hours were re-sorted into Epcam+ (epithelial) cells and Epcam- cells (CCL206 fibroblasts), which were bulk RNA-sequenced separately (created using BioRender.com). **(B)** Principal component analysis (PCA) plot of epithelial cells originating from control or EC-treated mouse organoid cultures (N=4). **(C)** Volcano plot of genes altered by EC in epithelial cells from organoid cultures (cut-offs used: padj<0.05 and logFold change>1). **(D)** List of pathways significantly altered by EC in epithelial cells from mouse organoid cultures (positive enrichment score signals upregulation, negative enrichment score indicates downregulation). **(E)** Heatmap of epithelial marker genes in epithelial cells from organoid cultures exposed to vehicle control or EC. Individual genes marked with * are significantly altered by EC treatment (padj<0.05). **(F)** Enrichment plots of alveolar epithelial cell signatures from epithelial cells re-isolated from organoid cultures. Epithelial signature scores were determined using the marker genes associated with specific epithelial subtypes (from the human lung cell atlas (18)). Reported normalized enrichment scores (NES) and p adjusted values (padj) were obtained from pathway analysis using the epithelial cell type pathway definitions. **(G)** Enrichment plots of proximal epithelial cell signatures.

### The epithelial progenitor support function of fibroblasts is altered by the exacerbation cocktail

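The Epcam- cells of the same 72 hour cultures gave 3 vehicle and 4 EC libraries. The vehicle culture of mouse 2 was not analysed here, and the legend of Fig. 3A states that 1 control sample was left out for low RNA quality. The vehicle libraries held 12710217 (mouse 1), 12922721 (mouse 3) and 15606559 (mouse 4) counted reads, and the EC libraries 5113828 (mouse 1), 13936245 (mouse 2), 16439331 (mouse 3) and 18447405 (mouse 4). The counts were made and deposited by the authors as for the epithelial cells, and the same edgeR test was run on 18091 genes, with 3 complete pairs and 2 residual degrees of freedom. The EC library of mouse 2 entered the fit without a partner. Beyond the differences between mice that the block removes, genes varied by 18.0% (biological coefficient of variation). The Epcam- libraries also held epithelial transcripts. Their share was estimated as for the epithelial libraries, from 37 epithelial genes and the epithelial library of the same mouse and treatment. It was 22.9 ± 7.98% in vehicle (SD, n = 3) and 45.0 ± 9.61% in EC (SD, n = 4), and every EC library had a higher share than every vehicle library (exact two-sided permutation test, p = 0.0286, the smallest that 35 splits allow). With the cultures of a mouse as a pair, chosen after seeing the data, it was higher with EC in 3 of 3 pairs, by 23.4 percentage points on average. That comparison cannot pass the threshold (exact two-sided sign-flip test, p = 0.25, the smallest that 3 pairs can give). A second estimate used 4 Y-linked genes, which the epithelial libraries carried at 129.5 ± 7.85 CPM in vehicle (summed, SD, n = 4). This estimate was 20.9 ± 2.82% in vehicle and 36.6 ± 4.38% in EC. In simulated mixtures, the estimate from epithelial genes deviated from the true share by up to 6.18 percentage points. Both the simulation and a single share take the carried-over RNA to have the profile of the epithelial libraries. Single genes departed from that. In vehicle, Sftpc was 2990 CPM in fibroblast against 4058 CPM in epithelial libraries, and Krt7 1139 against 6832 CPM. In EC these values were 2258 against 1937 CPM and 2578 against 6257 CPM. The carry-over of a single gene can thus lie above or below the share.

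**Figure D2:**
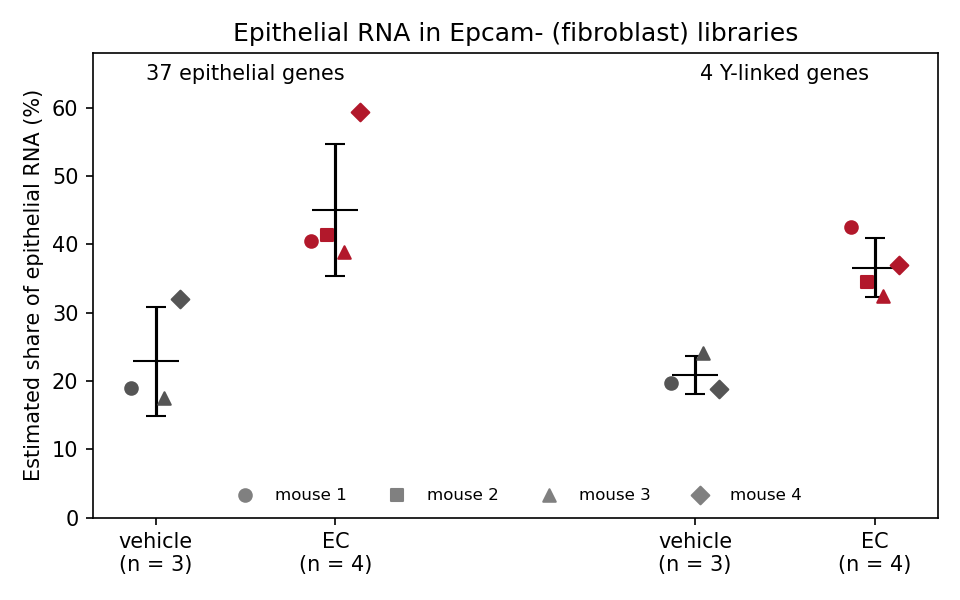
Share of epithelial RNA (percent) in the Epcam- libraries of vehicle (n = 3) and EC (n = 4) cultures, estimated from 37 epithelial genes and from 4 Y-linked genes. Symbols are mice and bars are means ± SD; by the first estimate the EC libraries lie between 38.9 and 59.4% and the vehicle libraries between 17.6 and 32.0%.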

We also assessed the response of the fibroblasts from mouse organoid cultures exposed to EC for 72 hours. 

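In the PCA of the 7 fibroblast libraries, the first component held 50.4% of the variance and separated the EC library of mouse 1, which lay at 47.5, from the other 6 libraries, which lay between -12.7 and 5.99. The second component held 28.3% and separated the treatments, with EC libraries between 5.46 and 18.7 and vehicle libraries between -24.4 and -5.44. Treatment accounted for 82.9% of the second component. Without mouse 1, the first component held 51.3% and treatment accounted for 88.3% of it. In fibroblast libraries of EC-exposed cultures there were 1831 DEGs, 1162 higher and 669 lower than in vehicle control, and 628 of them had an absolute log2 fold change over 1. The count was 546 without mouse 4 and 1009 without mouse 3, 1165 with DESeq2 and, without the mouse as a block, 49 (41 higher and 8 lower). In this fit, which had 2 residual degrees of freedom, edgeR gave each gene the variance of the trend and its own scatter between mice no weight. These adjusted p-values are therefore smaller than a test with gene-wise variance gives. Chosen after seeing the data, limma voom gave 1328 DEGs, and the weight that the epithelial fit gave to the trend left 822. After subtraction of the epithelial share from the counts there were 0 DEGs and 368 genes with an unadjusted p under 0.05, but on simulated mixtures this subtraction recovered 0 of 200 changed genes. With the expected mixture of the fractions as an offset, chosen after seeing the data, there were 108 DEGs, 97 of them among the 1831, and with the Y-linked share in this offset there were 120, of which 120 were shared. On simulated mixtures the offset recovered 117 of 200 changed genes, against 156 without it, and called 1 of 18288 unchanged genes, against 1455. These changes were planted in genes with more RNA from fibroblasts than from epithelial cells, in mixtures built as the offset assumes. Among DEGs with an absolute log2 fold change over 1 and the same direction in 3 of 3 pairs, the smallest adjusted p-values of the higher genes belonged to Saa3, Lcn2, Cxcl5, Cxcl3 and Pigr, and those of the lower genes to Irf1, Hc, Egr2, Cxcl12 and Tnxb. Saa3, an acute phase protein (ENSMUSG00000040026), rose from 1.72 ± 1.03 CPM (SD, n = 3) to 118 ± 97.5 CPM (SD, n = 4), a log2 fold change of 5.87 (standard error 0.26, adjusted p = 8.7e-112 from edgeR's quasi-likelihood test). With the offset it was 4.00 (adjusted p = 1.8e-42), within adjusted p-values from 3.5e-114 to 0.963 over all alternatives. Irf1 (ENSMUSG00000018899) was lower, with a log2 fold change of -1.81 (standard error 0.19, adjusted p = 6.8e-18) and of -1.34 with the offset (adjusted p = 9.2e-07, from 4.2e-36 to 0.963 over all alternatives). Cxcl5, Cxcl3 and Pigr were not past the threshold with the offset. All 17 genes labelled in Fig. 3B were DEGs, 14 higher and 3 lower, also when adjusted over the list alone, and 8 of them remained past the threshold with the offset. The study picked these genes from the same libraries, so this is not independent evidence.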

The PCA plot (**Figure 3A**) demonstrated that CCL206 fibroblasts also responded to EC treatment, and differential expression analysis showed that 533 genes were differentially expressed (padj<0.05) (**Figure 3B**). 

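In the fibroblast libraries the MYC target list had an NES of 2.61 (adjusted p = 1.1e-10 from fgsea on 18091 ranked genes, adjusted over 23 lists). Of its 51 genes, 16 were DEGs, all higher in EC, and 22 passed when adjusted over the list alone. The S phase and G2/M lists had NES of 2.15 (adjusted p = 2.8e-05) and 2.32 (adjusted p = 1.8e-07), with 10 of 43 and 15 of 54 genes as DEGs, all higher, and 16 and 19 adjusted over the lists alone. These directions depended on how the epithelial RNA was treated. With the expected mixture as an offset, the NES was -2.25 for S phase, -2.39 for G2/M and -0.50 for MYC targets. With the Y-linked share in the offset, it was 0.59, 0.78 and 1.90. The metabolic lists kept their direction under both offsets. The hypoxia list had an NES of 2.42 (adjusted p = 7.0e-08), the cholesterol synthesis list 2.42 (1.0e-07), the oxidative phosphorylation list 2.35 (1.8e-07) and the glycolysis list 2.29 (1.7e-06). DEGs made up 13 of 26, 10 of 25, 10 of 47 and 11 of 20 of their tested genes, all higher, and 16, 19, 11 and 13 passed when adjusted over the lists alone. The unfolded protein response list had an NES of 1.54 (adjusted p = 0.0441), with 5 DEGs among 29 genes and 6 adjusted over the list alone. Each of these lists stayed past the threshold with both offsets. The unfolded protein response list was not past the threshold without mouse 1 (adjusted p = 0.107), with edgeR's own filter (0.0587), ranked by log2 fold change (0.366) or with fry (0.171). Its Reactome set (0.487) decides nothing, because only 77.3% of the set's genes were matched. Of the 23 lists 16 passed the threshold in the fibroblast libraries. Camera with an estimated correlation called 0 of them, and fry called 6, those of cholesterol synthesis, glycolysis, hypoxia, interferon, secretory defence and transitional cell genes.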

Pathway analysis showed that several pathways associated with proliferation (such as *MYC targets, E2F targets* and *G2M targets)* and metabolism *(cholesterol homeostasis, glycolysis, oxidative phosphorylation)* were upregulated. In addition, processes related to signaling pathways including *MTORC1 signaling, KRAS signaling, p53 pathway, IL2/STAT5 signaling* and *TNF-α signaling via NFKB* were enriched, whereas *Hedgehog signaling* was downregulated (**Figure 3C**). These data indicate that the cocktail not only affected epithelial cells, but also had a large effect on the fibroblasts in the organoid culture system (**Figures 3A–C**). 

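The TNF-α/NF-κB list was not past the threshold in the fibroblast libraries, with an NES of 1.40 (adjusted p = 0.0926). Its DEGs went both ways, 7 higher and 8 lower among 39 tested genes, as many as when adjusted over the list alone. Without mouse 1, its NES was -1.81. The Hedgehog list had an NES of -1.699 (adjusted p = 0.0248), with 1 higher and 2 lower DEGs among 17 genes and 5 adjusted over the list alone. It stayed below 0 but not past the threshold with the offset for the expected mixture, chosen after seeing the data (NES -0.96, adjusted p = 0.526, and with the Y-linked share in it -1.17, adjusted p = 0.304), without mouse 1 (adjusted p = 0.251) and without the mouse as a block (0.372). The Reactome set for Hedgehog signaling gave 1.21 (adjusted p = 0.220). Other lists were lower in EC. The interferon list had an NES of -2.36 (adjusted p = 9.7e-07), with 1 higher and 8 lower DEGs among 40 genes and 11 adjusted over the list alone. The list of mesenchymal and extracellular matrix genes had an NES of -2.25 (adjusted p = 7.1e-06), with 3 higher and 13 lower DEGs among 45 genes and 25 adjusted over the list alone, and its NES was 1.60 with the offset for the expected mixture. The lists of IL-6/JAK/STAT3 (NES 1.32, adjusted p = 0.145), Wnt (NES -1.12, adjusted p = 0.335) and Notch genes (NES 0.93, adjusted p = 0.551) were not past the threshold, with 4 of 36, 7 of 32 and 3 of 24 genes as DEGs, and 4, 8 and 3 adjusted over the lists alone. The Wnt score was 0.87 without mouse 1 and the Notch score -0.87 without mouse 3. Genes of mTORC1, p53 and IL2/STAT5 signaling were not tested as lists here.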

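The responses of both fractions overlapped. Of the 1831 fibroblast DEGs, 265 were also among the 830 epithelial DEGs, and 232 of these moved in the same direction. For each gene, the change expected in the fibroblast libraries was computed from the epithelial libraries and the epithelial share alone, with the fibroblast profile held at its vehicle level. Of the fibroblast DEGs, 96.0% had the sign of this expected change, and across these genes, which are not independent replicates, the observed and expected log2 fold changes had a Pearson correlation of 0.815. Both changes use the same vehicle libraries. In fibroblast libraries simulated without an EC effect, a test added after seeing the data, as many genes with the smallest p gave at most 62.4% and 0.279. Across all 18091 tested genes the correlation was 0.562, against at most 0.119 in the simulation. The median log2 fold change of the higher DEGs was 0.87, against an expected 0.64, and that of the lower DEGs was -0.77, against an expected -0.41. Of the 265 shared DEGs, 37 stayed past the threshold in the fibroblast libraries with the expected mixture as an offset, and 44 with the Y-linked share in it. The epithelial cell type lists were tested in the fibroblast libraries too. Scores past the threshold were those of secretory defence (2.501, adjusted p = 1.1e-09), transitional (2.21, 9.0e-06), AT2 (2.09, 9.2e-05), goblet (1.82, 0.00342) and club cells (1.70, 0.0173), and those of AT1 (1.13), basal (1.01) and ciliated cells (-0.95) were not past it. Of their tested genes, 15 of 19, 11 of 19, 11 of 23, 4 of 12, 8 of 20, 8 of 21, 4 of 17 and 2 of 27 were DEGs, in the order given, and 16, 12, 15, 5, 13, 11, 5 and 2 passed when adjusted over the lists alone. The score of club cells was -1.38 with the offset. From the separation in the PCA, the number of DEGs and the enriched pathways, the paper concludes that the cocktail also had a large effect on the fibroblasts of the organoid culture.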

Next, we pre-treated CCL206 fibroblasts with EC for 24 hours, washed the cells, after which we co-cultured them with mouse Epcam+ epithelial cells to form organoids. The co-culture itself was not exposed to EC. The fibroblast pre-treatment with EC was sufficient to induce formation of a significantly higher number of organoids (**Supplementary Figures 2A, B**), though organoid size was not affected (**Supplementary Figure 2C**). These data indicate a role for the fibroblasts in governing, at least part of, the EC effect on the epithelial cells.

**Figure 3:**
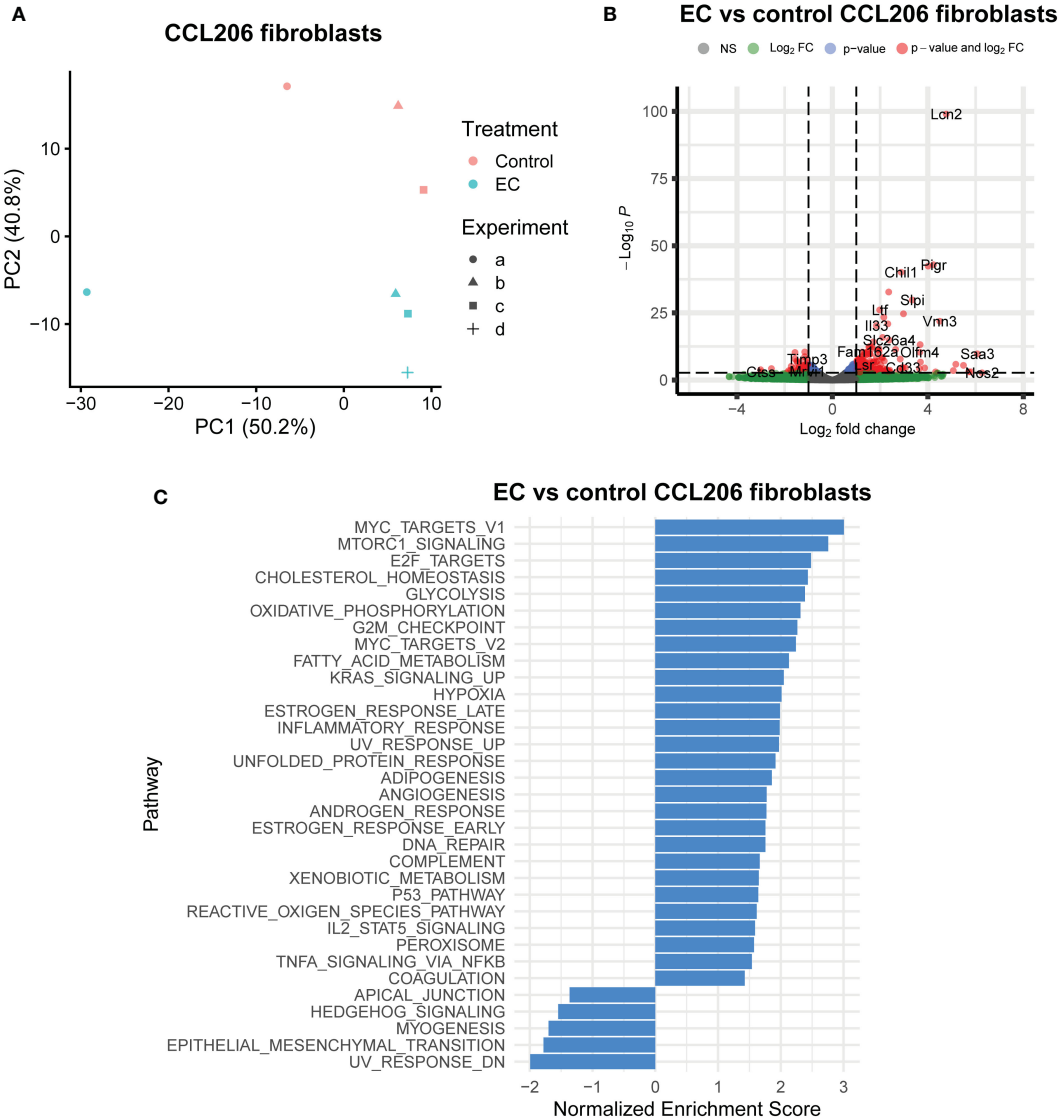
Exacerbation cocktail alters the expression of epithelial supportive factors in fibroblasts. Mouse organoid cultures were exposed to exacerbation cocktail (EC) for 72 hours, after which they were disrupted and re-sorted back into Epcam+ epithelial cells and CCL206 fibroblasts. Both cell fractions were bulk RNA-sequenced separately. **(A)** Principal component analysis (PCA) plot of CCL206 fibroblasts from mouse organoid cultures (for control: N=3 (one sample was excluded due to low quality RNA), for EC: N=4). **(B)** Volcano plot of genes altered by EC in CCL206 fibroblasts from organoid cultures (cut-offs used: padj<0.05 and logFold change>1). **(C)** Significantly altered pathways by EC in CCL206 fibroblasts from mouse organoid cultures (positive enrichment indicates upregulation, negative enrichment shows downregulation).

In view of these data, we then aimed to identify specific mediators secreted by fibroblasts that were altered by EC and may impact epithelial progenitors. All genes that were significantly altered in the CCL206 fibroblast population re-isolated from EC-exposed organoid cultures were used as the starting point (using padj<0.05 as cut-off value). 

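Receptors of the growth factors discussed by the study were looked up in the epithelial libraries. In vehicle libraries, Egfr, the receptor of amphiregulin and TGF-α, was 18.3 ± 5.61 CPM (SD, n = 4 mice), Erbb2 111 ± 7.86 and Erbb3 134 ± 22.1 CPM, and Erbb4 had 0 counts in 8 of 8 vehicle and EC libraries. Il1rl1, which encodes the IL-33 receptor ST2, was 2.28 ± 0.785 CPM in epithelial libraries, with 23 to 50 counts per library, against 46.1 ± 10.2 CPM in fibroblast vehicle libraries (SD, n = 3). Its partner Il1rap was 9.67 ± 1.89 CPM in epithelial libraries. The artemin receptor Gfra3 had 0 counts, while its coreceptor Ret was 16.3 ± 1.39 CPM. Pth1r, the receptor of the Pthlh product, and Alk, a pleiotrophin receptor, had at most 2 counts in any epithelial library and were not detectable at this depth. Other pleiotrophin receptors were Ptprz1 (8.68 ± 6.42 CPM), Sdc3 (12.0 ± 4.43 CPM) and Lrp1 (111 ± 36.7 CPM). The estimated share of fibroblast RNA alone brings 92.7 CPM of Lrp1, 9.74 of Sdc3, 2.68 of Il1rl1 and 9.07 of Egfr into the vehicle epithelial libraries, so the levels of these 4 genes do not show how much the epithelial cells express. Of the 13 receptor genes 9 were tested in epithelial cells, and 0 were DEGs, with 5 at an unadjusted p under 0.05 and 4 adjusted over the list alone. In fibroblast libraries 3 of 10 tested receptor genes were DEGs, with 4 adjusted over the list alone, among them Il1rl1, which was lower in EC (log2 fold change -0.89, standard error 0.20, adjusted p = 3.9e-04 from edgeR's quasi-likelihood test). Of these receptor genes, 0 were DEGs in fibroblast libraries with the expected mixture of the fractions as an offset, an alternative chosen after seeing the data.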

From these DEGs we extracted the growth factors, which were then selected for being potentially druggable and for having their corresponding receptor expressed on the Epcam+ epithelial cells. Finally, we selected the genes that had a logFold change of >1 or <-1, in order to identify the genes that were most highly changed (**Figure 4A**). Six genes emerged from this filtering process; *Areg, Artn, Il33, Pthlh, Ptn* and *Tgfa* (**Figure 4B**). 

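All 6 genes were DEGs in the fibroblast libraries here, also when adjusted over the list alone, which is not independent evidence because the study selected them on these libraries. Each changed in the same direction in 3 of 3 mouse pairs, and each remained past the threshold with any mouse left out. Il33 (ENSMUSG00000024810, chromosome 19 of GRCm38 patch 6, 29925113 to 29960718) rose from 33.6 ± 0.976 CPM in vehicle (SD, n = 3) to 134 ± 29.7 CPM in EC (SD, n = 4), a log2 fold change of 1.93 (standard error 0.19, adjusted p = 1.8e-20 from edgeR's quasi-likelihood test). Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) rose from 36.8 ± 6.15 to 86.7 ± 17.4 CPM, a log2 fold change of 1.31 (standard error 0.19, adjusted p = 1.3e-09). Tgfa (ENSMUSG00000029999, chromosome 6, 86195038 to 86275744) rose from 8.75 ± 3.55 to 21.1 ± 8.46 CPM, a log2 fold change of 1.21 (standard error 0.23, adjusted p = 1.3e-05). Artn (ENSMUSG00000028539, chromosome 4, 117925908 to 117930795) rose from 3.78 ± 2.16 to 10.9 ± 4.19 CPM, a log2 fold change of 1.71 (standard error 0.28, adjusted p = 1.4e-07), and Pthlh (ENSMUSG00000048776, chromosome 6, 147252109 to 147264013) from 3.17 ± 1.69 to 14.3 ± 4.22 CPM, a log2 fold change of 2.41 (standard error 0.28, adjusted p = 2.0e-15). Ptn (ENSMUSG00000029838, chromosome 6, 36714924 to 36810179) fell from 24.5 ± 6.79 to 8.18 ± 4.51 CPM, a log2 fold change of -1.68 (standard error 0.24, adjusted p = 2.3e-10). With the gene-wise variance weighted as in the epithelial fit, chosen after seeing the data, all 6 were still past the threshold. The epithelial RNA in these libraries was set against these levels by multiplying the epithelial share of each library with the gene's CPM in its epithelial partner. In EC libraries this product came to 96.3% of the fibroblast level for Areg, 124% for Artn, 118% for Il33, 155% for Pthlh, 109.6% for Tgfa and 14.5% for Ptn. In vehicle libraries it already exceeded the measured mean for Pthlh (7.71 against 3.25 CPM), Artn (6.05 against 3.88), Tgfa (11.2 against 8.99) and Il33 (38.6 against 34.6). For Areg (33.9 against 37.8 CPM) and Ptn (0.832 against 25.2) it did not. A product above the measured level overstates the carried RNA, so these percentages do not give its exact part. With the expected mixture as an offset in the test, Ptn remained a DEG (log2 fold change -1.20, adjusted p = 8.3e-04). The other 5 genes did not, with log2 fold changes of 0.08 for Areg, 0.59 for Artn, -0.25 for Il33, 0.85 for Pthlh and 0.22 for Tgfa and adjusted p-values from 0.286 upwards. With the Y-linked share in the offset, Ptn had a log2 fold change of -1.35 (adjusted p = 3.2e-04), and the smallest adjusted p of the other 5 was 0.0851. Without the mouse as a block, Ptn (adjusted p = 0.0935), Artn (0.170), Pthlh (0.0641) and Tgfa (0.188) were not past the threshold.

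**Figure D3:**
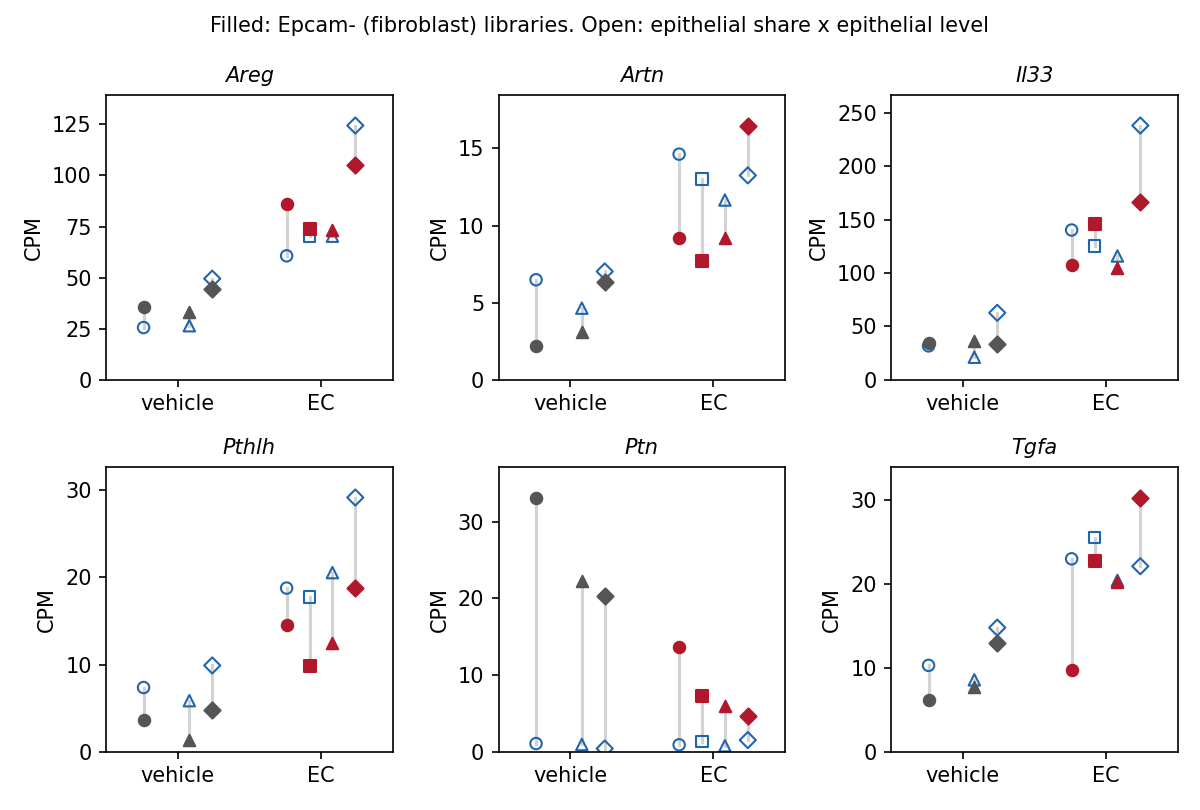
CPM of the 6 genes in fibroblast libraries of vehicle and EC cultures (filled symbols, 1 per mouse) and the CPM that the estimated epithelial share would bring along (open symbols, share times the level in the epithelial library of the same mouse and treatment). For EC libraries the mean expected level is 155 for Il33 and 81.4 for Areg, against measured means of 131 and 84.6 (without TMM scaling), while for Ptn it is 1.15 against 7.91.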

As amphiregulin *(Areg)*, IL-33 *(Il33)* and TGF-α *(Tgfa)* are known to influence epithelial cell behavior (19–23), we selected these factors as potential mediators of epithelial cell changes in response to EC. 

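The same genes were measured in the epithelial libraries of these cultures. There, Areg was 144 ± 10.7 CPM in vehicle and 179.7 ± 31.6 CPM in EC (SD, n = 4 mice), a log2 fold change of 0.30 (standard error 0.09, adjusted p = 0.0694 from edgeR's quasi-likelihood test). Il33 rose from 156 ± 31.6 to 341 ± 59.4 CPM, a log2 fold change of 1.14 (standard error 0.09, adjusted p = 2.0e-07). Tgfa was 49.5 ± 2.80 CPM in vehicle and 52.2 ± 9.02 CPM in EC, a log2 fold change of 0.06 (standard error 0.10, adjusted p = 0.870). Both Il33 and Pthlh were DEGs (Pthlh log2 fold change 0.51, adjusted p = 0.0106), while Artn (0.14, adjusted p = 0.611) and Ptn (-0.92, adjusted p = 0.135) were not. The difference between the fractions was tested as the interaction of fraction and EC. The EC effect on the log2 scale was larger in the fibroblast libraries by 0.98 for Areg (adjusted p = 0.00212), by 0.76 for Il33 (adjusted p = 0.0261), by 1.13 for Tgfa (adjusted p = 0.00464), by 1.52 for Artn (adjusted p = 9.6e-04) and by 1.85 for Pthlh (adjusted p = 7.5e-04), and for Ptn it did not differ past the threshold (-0.77, adjusted p = 0.409). A rise of the epithelial share in the fibroblast libraries enters this difference too. The paper states that amphiregulin, IL-33 and TGF-α are known to act on epithelial cells and names this as the ground for selecting them.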

The expression of *AREG, IL33* and *TGFA* was also evaluated in primary human non-COPD fibroblasts in mono-culture after 24 hours of EC-exposure. None of the genes were altered, although *IL33* showed a trend toward increased expression (p=0.0857) (**Supplementary Figure 3**), suggesting that co-culture is required for the EC effect on these genes to be evident.

**Figure 4:**
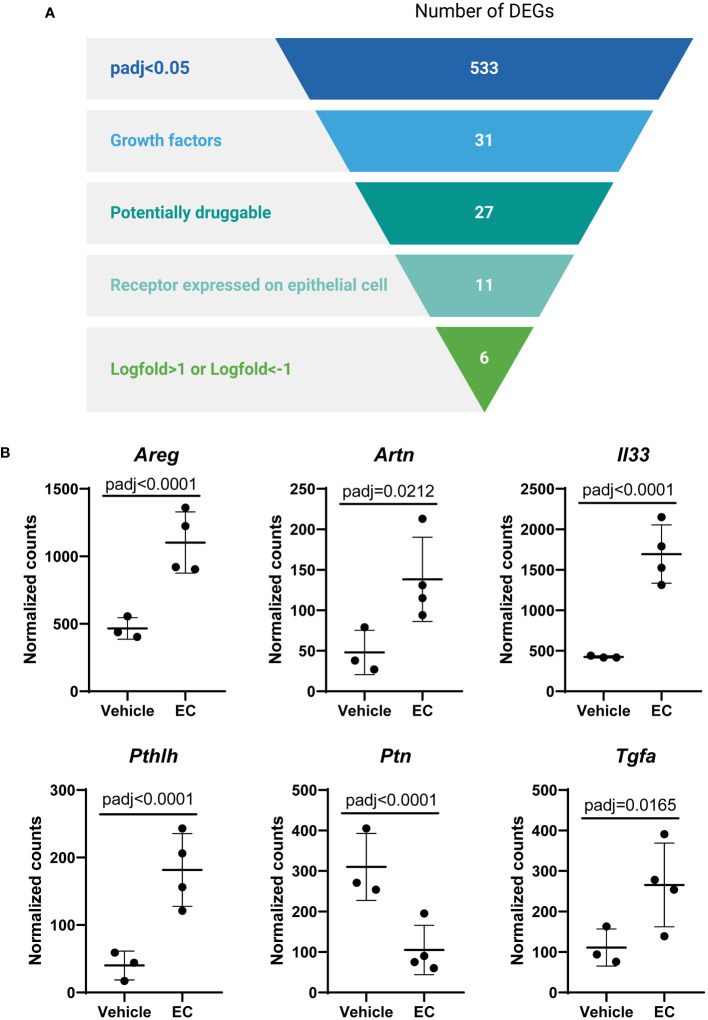
The expression of the growth factors amphiregulin, IL-33 and TGF-α is altered by the exacerbation cocktail in fibroblasts. **(A)** Target identification strategy. The list of differentially expressed genes (DEGs) from CCL206 fibroblasts originating from EC-exposed mouse organoids was used to identify growth factors produced by fibroblasts that potentially affect epithelial repair (created using BioRender.com). **(B)** Normalized raw counts extracted during DESeq2 analysis of the six genes that emerged from the filtering strategy in CCL206 fibroblasts from organoids (72 hour time point). P adjusted values obtained from DESeq2 analysis are shown.

### EGFR signaling is needed for organoid formation and for the effects of EC on organoid size

To assess the role of IL-33, amphiregulin and TGF-α in epithelial cell changes in response to EC, we treated mouse organoids with these factors and studied their response. We also used an antibody against ST2 (receptor for IL-33), and gefitinib, an inhibitor of epidermal growth factor receptor signaling (EGFR, receptor for amphiregulin and TGF-α). The activity of amphiregulin and TGF-α was confirmed by assessing the activation of downstream signaling pathways in CCL206 fibroblasts (data not shown), whereas the activity of IL-33 was previously validated (24). We found that neither IL-33 nor the antibody against the IL-33 receptor affected organoid number or size after 14 days of treatment (**Figures 5A, B**). EC increased the number of organoids formed (p=0.0003), and EC was still able to increase the number of organoids in the presence of the IL-33 receptor antibody (p<0.0001). The expression of epithelial marker genes *Aqp5, Hopx, Sftpc, Foxj1, Scgb1a1* and *Muc5ac* measured in day 14 organoids was not altered by either IL-33 or the antibody against the IL-33 receptor (**Figure 5C** and **Supplementary Figure 4A**). Whereas EC upregulated the expression of *Muc5ac* (p=0.0091), the combination of EC and IL-33 receptor antibody did not lead to a significant induction of *Muc5ac* expression, though there was a trend toward increase (p=0.0782).

**Figure 5:**
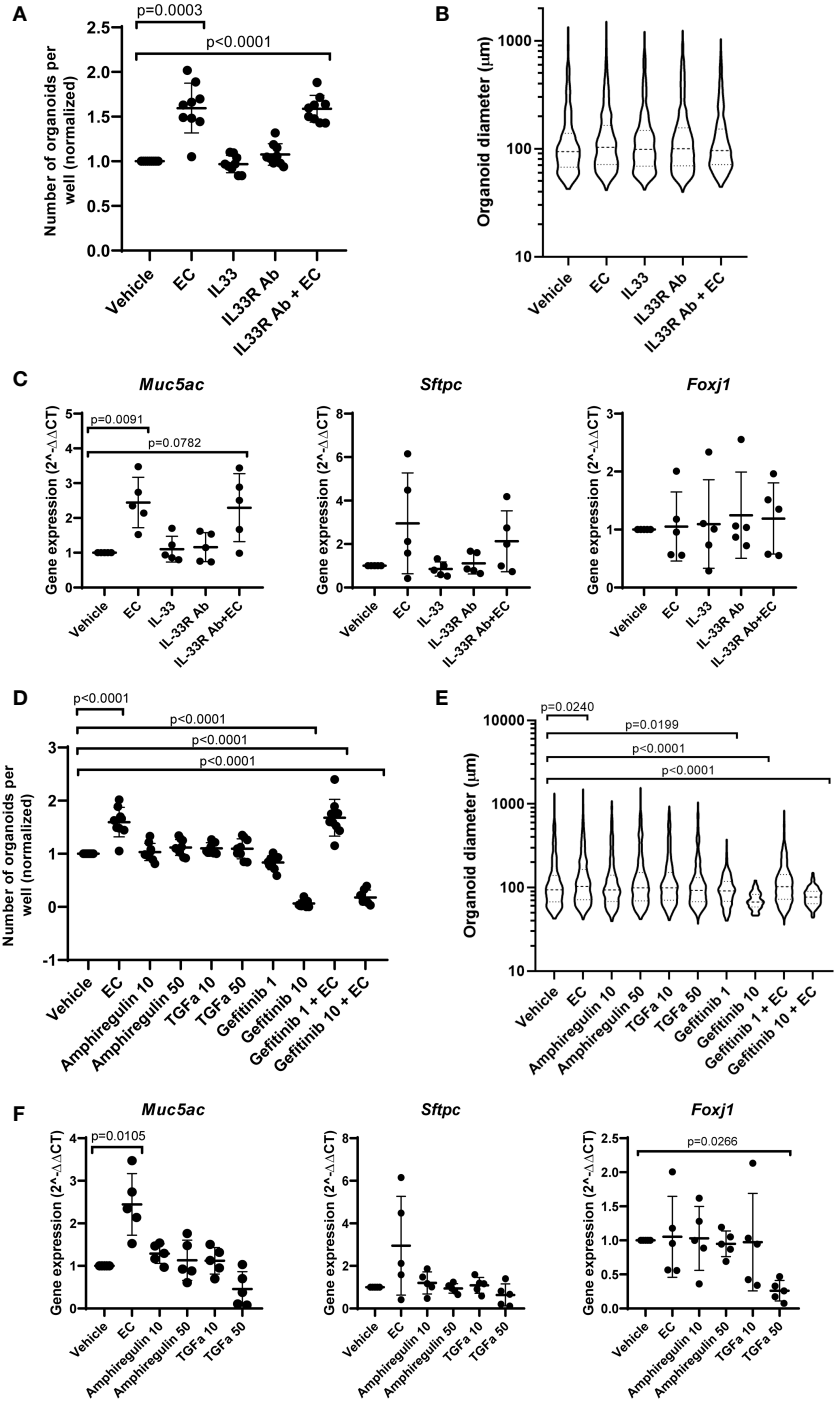
The effect of IL-33, amphiregulin and TGF-α on mouse organoids. **(A)** Number of mouse organoids formed on day 14 in response to EC, IL-33, IL-33 receptor antibody (IL33R Ab) or EC + IL-33R Ab (paired sample one way ANOVA on log transformed values, N=9). **(B)** Organoid size on day 14 in response to IL-33 signaling modulation (median is shown, Kruskal Wallis test, N=9). **(C)** The effect of IL-33 signaling modulation on the gene expression of epithelial marker genes *Muc5ac, Sftpc* and *Foxj1* in day 14 organoids (paired one way ANOVA on ΔCT values, N=5). **(D)** The number of organoids formed after 14 day stimulation with EC, 10 ng/ml or 50 ng/ml amphiregulin or TGF-α, or 1 or 10 μM gefitinib (one way ANOVA on log transformed values, N=7-9. Due to missing values, an unpaired statistical approach was used). **(E)** Organoid size measured on day 14 in response to amphiregulin, TGF-α or gefitinib exposure (median is shown, Kruskal Wallis test, N=7-9). **(F)** The effect of amphiregulin and TGF-α on the expression of epithelial marker genes *Muc5ac, Sftpc* and *Foxj1* (paired one way ANOVA on ΔCT values, N=5). For all data in this figure: the vehicle and EC values are the same values across the IL-33 and amphiregulin/TGF-α graphs. Additionally, the same samples of vehicle and EC were used for qPCR in **Figures 1**, **5**.

After 14 days of exposure to amphiregulin or TGF-α, we observed that organoid formation was not affected (**Figure 5D**). We also found that the increased number of organoids formed in the presence of EC (p<0.0001) could not be inhibited by gefitinib at a concentration of 1 μM. However, gefitinib 10 μM almost completely abolished organoid formation (p<0.0001). The co-stimulation of EC and gefitinib 10 μM also led to a significant reduction in the number of organoids (p<0.0001). A similar trend was observed in organoid size (**Figure 5E**). Amphiregulin and TGF-α both did not have an effect, but gefitinib 1 μM and 10 μM both reduced organoid size (p=0.0199 and p<0.0001 respectively). Organoid size was increased by EC treatment (p=0.0240), which we showed in initial experiments as well. Interestingly, the co-stimulation of EC and gefitinib 10 µM resulted in a significantly decreased organoid size compared to vehicle control (p<0.0001). Finally, we evaluated the effect of amphiregulin and TGF-α on the expression of epithelial marker genes (**Figure 5F** and **Supplementary Figure 4B**). We note that organoids exposed to gefitinib could not be included in the gene expression studies because of low amounts of RNA isolated (likely due to the low number and small size of organoids formed in the presence of gefitinib). Whereas amphiregulin and TGF-α had no effect on the expression of *Hopx, Sftpc, Scgb1a1* and *Muc5ac*, TGF-α 50 ng/ml significantly downregulated *Foxj1* (p=0.0266) and increased the expression of *Aqp5* (p=0.0316).

## Discussion

The increased inflammatory response during an exacerbation in COPD is believed to have several deleterious effects including the worsening of airflow limitation (10), but whether epithelial repair responses are also affected is unknown. As epithelial progenitor cells are instructed by their micro-environment (11), we hypothesized that progenitors develop an altered response to the pro-inflammatory soluble factor milieu during exacerbations. We used EC, a combination of inflammatory mediators that are increased during a COPD exacerbation compared to stable COPD (IL-1β, IL-6, IL-8, TNF-α) to mimic the soluble factor microenvironment during an exacerbation. We showed that whereas regeneration initiation and proliferation were stimulated by EC, epithelial differentiation was altered. We also found that the epithelial progenitor supportive function of fibroblasts was altered, possibly contributing to the observed effects on epithelial regeneration.

We first determined the number and size of the mouse organoids as a measure of epithelial progenitor cell activation and subsequent epithelial proliferation respectively. EC increased the number of organoids formed, indicating heightened activation of epithelial progenitor cells to initiate regeneration. EC exposure also led to larger organoids, suggesting epithelial proliferation following organoid formation was elevated as well. Though these were unexpected findings in the context of COPD exacerbations, pro-inflammatory cytokines, including the individual components of the cocktail (IL-1β, IL-6, IL-8 and TNF-α) were previously suggested to stimulate epithelial proliferation and/or survival in injury models (25–29), whereas chronic inflammation is associated with airway remodeling and alterations in the composition of the epithelium (30). In the context of epithelial repair, the duration of exposure to inflammatory cytokines is critical. This is supported by studies by Choi et al. demonstrating that initially IL-1β promotes the differentiation of AT2 cells into AT1 cells, but prolonged IL-1β exposure impairs the maturation toward AT1 cells, leaving the cells in a AT2-AT1 transition state (26). Whereas the persistence of an AT2-AT1 transition state has not been described in COPD, preliminary results indicate that the expression of *KRT8*, which is associated with AT2-AT1 transition, is upregulated in epithelial cells from COPD lungs compared to controls (31). Interestingly, exposure to urban air pollution, a trigger for COPD exacerbations (2, 32), was also found to increase the number of KRT8+ cells in the mouse lung (33).

We also examined whether EC affects epithelial differentiation. In the PCLS model EC had no impact on expression of epithelial marker genes, indicating differentiated epithelial cells are not acutely affected by EC at the transcriptional level. We did find, however, that the differentiation of epithelial progenitors into mature epithelial cell types is altered, as indicated by our studies in the organoid model. We observed a reduction in pro-SPC staining in the organoid after 14 days of EC exposure. In addition, after 72 hours of EC exposure, epithelial cells grown in mouse organoid cultures were enriched for the club cell and bronchial goblet cell signatures, whereas the AT2 and AT1 cell signatures were significantly decreased. Additionally, they had a decreased expression of various epithelial genes, including *Sftpc, Abca3*, *Ager*, *Aqp5* and *Scgb1a1.* The downregulation of *Scgb1a1* and the enrichment of the club cell signature seem contrasting. However, whereas *Scgb1a1* is one possible club cell marker, the club cell signature is based on the differential gene expression of multiple marker genes associated with club cells, and their combined responses indicate an enrichment of the club cell signature. The epithelial gene expression pattern changed when the organoids had been grown in the presence of EC for 14 days, as *Lamp3*, *Muc5ac* and *Muc5b* were upregulated at the 14 day time point. The observed shift in AT2 cell markers is likely due to temporal regulation as epithelial growth and differentiation progress over the course of 14 days. Whereas AT2 cells are likely dysfunctional in COPD and are thought to have an impaired regenerative capacity (34), the alveolar epithelium has not been studied extensively in the context of COPD exacerbations. Exacerbations have been suggested to contribute to emphysema progression (35, 36), but emphysema severity has also been associated with risk of exacerbations (37), making it challenging to determine cause or consequence. The upregulation of mucin genes that we observed relates to epithelial changes in COPD and COPD exacerbations. The increased expression of *Muc5ac* and *Muc5b* is in accordance with the hyperplasia of goblet cells, the main producers of mucins, and mucus hyperproduction, which are both well-established processes in COPD (10, 38–40). Moreover, increased sputum production is one of the symptoms that can worsen during a COPD exacerbation (41), and increased MUC5AC protein concentrations have been measured in the sputum of exacerbating COPD patients (42). This indicates that the inflammatory micro-environment during COPD exacerbations could contribute to abnormalities observed in COPD such as mucus hyperproduction.

Next, we aimed to investigate the transcriptional effects of EC on organoids using bulk RNA sequencing. The enrichment of pathways related to proliferation in the Epcam+ epithelial cells from EC-exposed organoid cultures supports the increase in number and size of organoids formed after EC stimulation. Additionally, the enrichment of *IL-6/JAK/STAT3 signaling* and *TNFA signaling via NFKB* indicate that epithelial cells are directly impacted by these components of EC. Pathways related to lung development and repair, including *Hedgehog signaling, Wnt/beta-catenin signaling* and *Notch signaling* were downregulated. These pathways all regulate epithelial differentiation, where hedgehog signaling stimulates ciliated cell differentiation and the expression of *Muc5ac* and *Muc5b* (43, 44), Wnt signaling induces AT2 cell differentiation and favors the formation of ciliated cells over club cells (45, 46), and Notch signaling increases the differentiation of club cells at the expense of ciliated cells (47). In addition, the inhibition of Notch signaling is associated with the differentiation of alveolar cell types (48–50). Thus, the downregulation of all three of these pathways is likely related to the altered expression of various epithelial marker genes including *Sftpc, Aqp5* and *Scgb1a1* in epithelial cells from organoid cultures after 72 hour EC exposure. Moreover, there is evidence of hedgehog, Wnt and Notch signaling dysregulation in COPD (43, 51–56).

The regenerative response of epithelial progenitor cells is known to be coordinated by supportive cell types including fibroblasts, which can influence epithelial progenitor cells through paracrine signaling using factors such as FGFs and HGF (11). Therefore, we evaluated whether the observed effects of EC on organoids was mediated by an altered fibroblast response., Indeed, we show that the pre-exposure of CCL206 fibroblasts to EC is enough to increase the number of organoids formed, providing support that EC acts partially by altering the support function of fibroblasts. This is in accordance with previous studies where IL-1β, one of the components of EC, was suggested to exert its effects on organoids at least partially through modulating the supportive stromal cells (26, 27).

Finally, we aimed to identify specific mediators secreted by fibroblasts that were altered by EC and may impact epithelial progenitors. Using our filtering strategy we selected IL-33, amphiregulin and TGF-α as possible mediators of the EC effect and assessed their impact on epithelial regeneration. We demonstrated that IL-33 signaling did not impact organoid formation, size or differentiation. This is in apparent contrast with previous studies reporting that IL-33 is beneficial for epithelial repair. However, IL-33 was shown to regulate epithelial repair indirectly, for example by stimulating the release of epithelial growth factors by macrophages and regulatory T cells (21). Our results indicate that IL-33 may not impact epithelial cells directly. We also found that organoid formation and size was not affected by amphiregulin and TGF-α, which is in contrast with previous studies showing the mitogenic effect of amphiregulin and TGF-α on lung epithelial cells (22, 23, 57). Importantly, it was shown that amphiregulin was not needed for epithelial proliferation after naphthalene-induced lung injury (58), and the impact of amphiregulin on the proliferation of primary embryonic lung epithelial cells was found to be dependent on the presence of mesenchymal cells and the type of ECM that was present (59). This indicates that the modeling system used is critical for the mitogenic effect of amphiregulin. We also inhibited the receptor for amphiregulin and TGF-α (EGFR) using gefitinib. Gefitinib reduced organoid size, and gefitinib 10 uM was able to block the increase in organoid size induced by EC. This suggests that EGFR signaling is required for the enlargement of the organoids by EC. Moreover, gefitinib 10 uM almost completely blocked organoid formation, highlighting the importance of EGFR signaling for organoid initiation. Finally, we demonstrated that TGF-α modulated the expression of epithelial marker genes *Foxj1* and *Aqp5*. As TGF-α impacted different epithelial cell markers than EC, this suggests that TGF-α modulates signaling events within epithelial cells that are likely unrelated to the effects of EC.

While expanding knowledge using multicellular model systems it must be acknowledged that the current study had several limitations. Firstly, COPD exacerbations are recognized to be heterogeneous in terms of severity, triggering factor and inflammatory responses (60). Thus, EC is not an accurate representation of the soluble factor micro-environment in all exacerbations, but merely functions as a model of the general increased inflammatory response during an exacerbation. Our EC cocktail was also based on sputum concentrations and not on cytokine concentrations in the distal lung as such data are not available. Additionally, inflammatory cells including neutrophils, macrophages and CD8+ lymphocytes play an important role in COPD (30), but they were not included in the modeling systems used. The interactions between these inflammatory cells and EC in the context of lung epithelial repair would be interesting to unravel in future studies. Furthermore, our transcriptional analyses indicated that EC had a large effect on the gene expression of epithelial cells re-isolated from organoids, but further studies exploring the transcriptional impact of EC on specific epithelial subtypes are warranted. Finally, we studied the effect of EC on epithelial cells with a healthy background, whereas in COPD, both the cells and the micro-environment are changed even in the stable state. It would therefore be interesting to assess the effect of EC on diseased cells or on cells that were first exposed to a stimulus such as cigarette smoke extract or elastase as a COPD modeling system.

In conclusion, EC stimulates the activation of epithelial progenitors and subsequent epithelial proliferation, but it alters the dynamics of epithelial differentiation. The epithelial progenitor support function of fibroblasts is changed in the presence of EC, which may contribute to the altered formation, growth and differentiation of the organoids. The alterations in epithelial cell differentiation induced by the inflammatory microenvironment during a COPD exacerbation could contribute to abnormalities observed in COPD including goblet cell hyperplasia and mucus hypersecretion. In addition, our findings hold relevance to the understanding of the interplay between inflammatory cytokines and epithelial progenitor responses in development and repair.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE245259.

## Ethics statement

The procedure for obtaining human lung tissue was in accordance to the Research Code of the University Medical Center Groningen (UMCG), as stated on https://umcgresearch.org/w/research-code-umcg as well as national ethical and professional guidelines Code of Conduct for Health Research (https://www.coreon.org/wp-content/uploads/2023/06/Code-of-Conduct-for-Health-Research-2022.pdf). The use of left-over lung tissue in this study was not subject to Medical Research Human Subjects Act in the Netherlands, as confirmed by a statement of the Medical Ethical Committee of the University Medical Center Groningen and therefore exempt from consent according to national laws (Dutch laws: Medical Treatment Agreement Act (WGBO) art 458/GDPR art 9/UAVG art 24). All donor material and clinical information were deidentified prior to experimental procedures, blinding any identifiable information to the investigators. Human lung tissue was obtained from excess lung tissue surplus to clinical care requirements derived from lung resection and lung transplant procedures. Histologically normal lung tissue from tumor resection surgery (non-COPD) was obtained from an area as far away as possible from the tumor and all tissues were examined by an experienced pathologist to exclude the presence of abnormalities. All animal procedures were approved by the local Animal Care and Use committee of the University of Groningen and performed according to the national guidelines under approval number AVD1050020209205.

## Author contributions

RK: Conceptualization, Data curation, Formal analysis, Investigation, Visualization, Writing – original draft. KG-K: Conceptualization, Supervision, Writing – review & editing. RF-M: Formal analysis, Data curation, Writing – review & editing.. RO: Investigation, Writing – review & editing. NA-A: Investigation, Writing – review & editing. JB: Conceptualization, Funding acquisition, Supervision, Writing – review & editing. RG: Conceptualization, Funding acquisition, Supervision, Writing – review & editing.

# Supplementary material for: The disruptive effects of COPD exacerbation-associated factors on epithelial repair responses
**Source:** Front Immunol. 2024 Jun 7;15:1346491. doi: 10.3389/fimmu.2024.1346491
**Supplement:** Supplementary file 1

**Supplementary tables**

Table S1: primer sequences used for gene expression studies on human fibroblasts

| **Gene** |  | **Sequence (5’-3’)** |
| --- | --- | --- |
| *B2M* | Fw | TGG AGG CTA TCC AGC GTA CT |
|  | Rv | CGG ATG GAT GAA ACC CAG ACA |
| *SDHA* | Fw | GCA TGC CAG GGA AGA CTA CA |
|  | Rv | ACG GGT CTA TAT TCC AGA GTG AC |
| *HMBS* | Fw | TGGACCTGGTTGTTCACTCCTT |
|  | Rv | CAACAGCATCATGAGGGTTTTC |
| *AREG* | Fw | GAG CCG ACT ATG ACT ACT CAG A |
|  | Rv | TCA CTT TCC GTC TTG TTT TGG G |
| *IL33* | Fw | TGA ATC AGG TGA CGG TGT TGA |
|  | Rv | AGC TCC ACA GAG TGT TCC TTG |
| *TGFA* | Fw | AGG TCC GAA AAC ACT GTG AGT |
|  | Rv | AGC AAG CGG TTC TTC CCT TC |

Table S2: primer sequences used for gene expression studies on mouse organoids and PCLS

| **Gene** |  | **Sequence (5’-3’)** |
| --- | --- | --- |
| *Rpl13a* | Fw | AGA AGC AGA TCT TGA GGT TAC GG |
|  | Rv | GTT CAC ACC AGG AGT CCG TT |
| *B2m* | Fw | ATG GGA AGC CGA ACA TAC TG |
|  | Rv | CAG TCT CAG TGG GGG TGA AT |
| *Actb* | Fw | ATC GTG CGT GAC ATC AAA GA |
|  | Rv | ATG CCA CAG GAT TCC ATA CC |
| *Hopx* | Fw | CGACTTTCAGTGGTTCCTGC |
|  | Rv | GTGTGGAAGTCTGGGCGAG |
| *Pdpn* | Fw | ACCGTGCCAGTGTTGTTCTG |
|  | Rv | AGCACCTGTGGTTGTTATTTTGT |
| *Aqp5* | Fw | CTC ACT GGG TCT TCT GGG TAG |
|  | Rv | TGC CGG TCA GTG TGC C |
| *Sftpc* | Fw | GGAGCACCGGAAACTCAGAA |
|  | Rv | GGAGCCGCTGGTAGTCATAC |
| *Lamp3* | Fw | TTG ACC CCA GCC TAA CCC AT |
|  | Rv | TCT TTC CCT GGT AAG TCT TCT CTG T |
| *Krt8* | Fw | GCCTGGTGGAGGACTTCAAGA |
|  | Rv | GCAACTCACGGATCTCCTCTTCAT |
| *Scgb1a1* | Fw | GGCCCTCCTCATGGAATCAG |
|  | Rv | GCATTTTGCAGGTCTGAGCC |
| *Muc5ac* | Fw | GAG ATG GAG GAT CTGG |
|  | Rv | GCA GAA GCA GGG AGT GGT AG |
| *Muc5b* | Fw | TCCCTAGCATGAGCGCCTTA |
|  | Rv | CCACGACGCAGTTGGATGTT |
| *Foxj1* | Fw | CGG CCA TCT ACA AGT GGA TCA |
|  | Rv | CTT GAA GGC CCC ACT GAG CA |
| *Tekt1* | Fw | ACA GTG CGA AGT GGT AGA CG |
|  | Rv | GCT GCG TGA TGG CAT TTT CA |

**Supplementary figures**

**Figure S1: Epithelial marker genes are not affected by exacerbation cocktail exposure in precision cut lung slices.** Mouse precision cut lung slices (PCLS) were incubated with exacerbation cocktail (EC) for 48 hours, after which gene expression studies were performed using qPCR on RNA extracted from the whole slice. Data are presented as 2^-ΔΔCT^ values, normalized to the vehicle control. (A) The expression of alveolar epithelial markers *Hopx* and *Sftpc* (paired samples Wilcoxon test on ΔCT values, N=10)*.* (B) Airway epithelial marker genes *Scgb1a1, Muc5ac* and *Foxj1* (paired samples Wilcoxon test on ΔCT values, N=10).

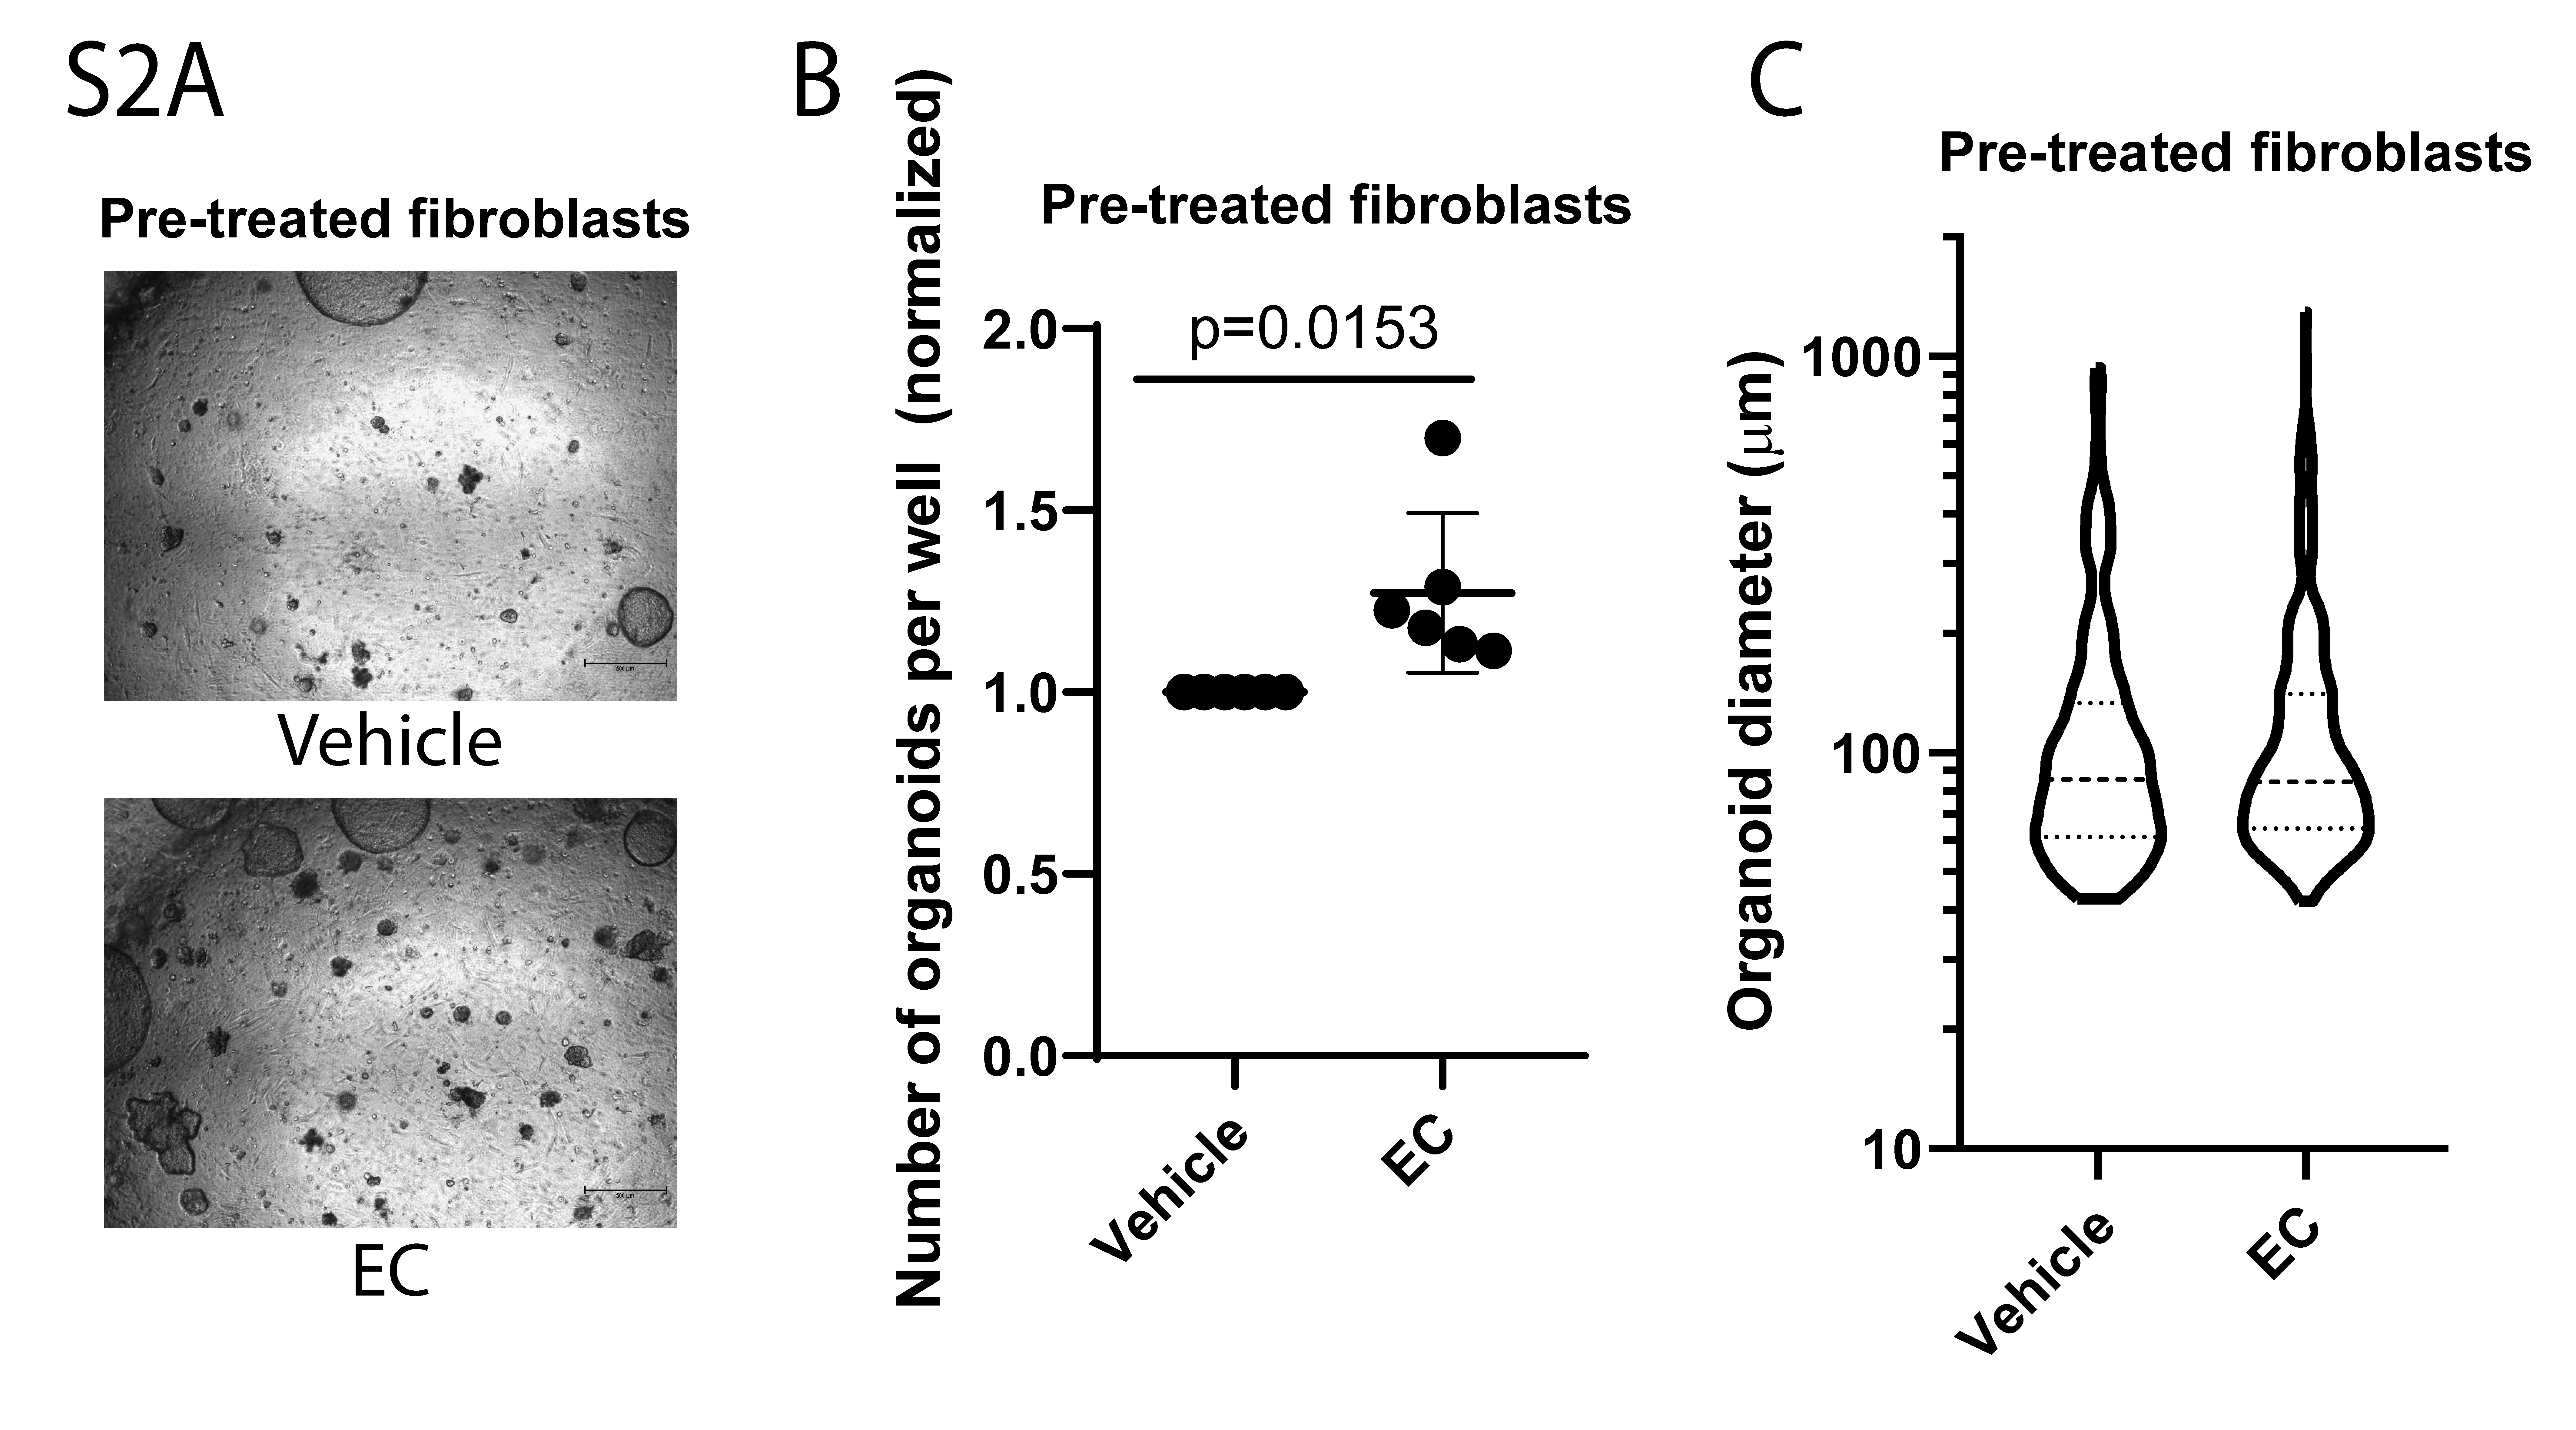

**Figure S2: Pre-exposure of CCL206 fibroblasts with exacerbation cocktail enhances organoid formation.** CCL206 fibroblasts were pre-treated with exacerbation cocktail (EC) for 24 hours and then mixed with freshly isolated mouse Epcam+ epithelial cells to form organoids. The organoids were not treated during the 14 days of culture. (A) Representative brightfield images of day 14 mouse organoids with pre-treated fibroblasts. Scale bar = 500 μm. (B) Number of mouse organoids formed on day 14, normalized to vehicle control pre-treatment (paired t-test on log-transformed data, N=6). (C) The effect of fibroblast pre-treatment with EC on organoid size (median is shown, Mann-Whitney test, N=6).

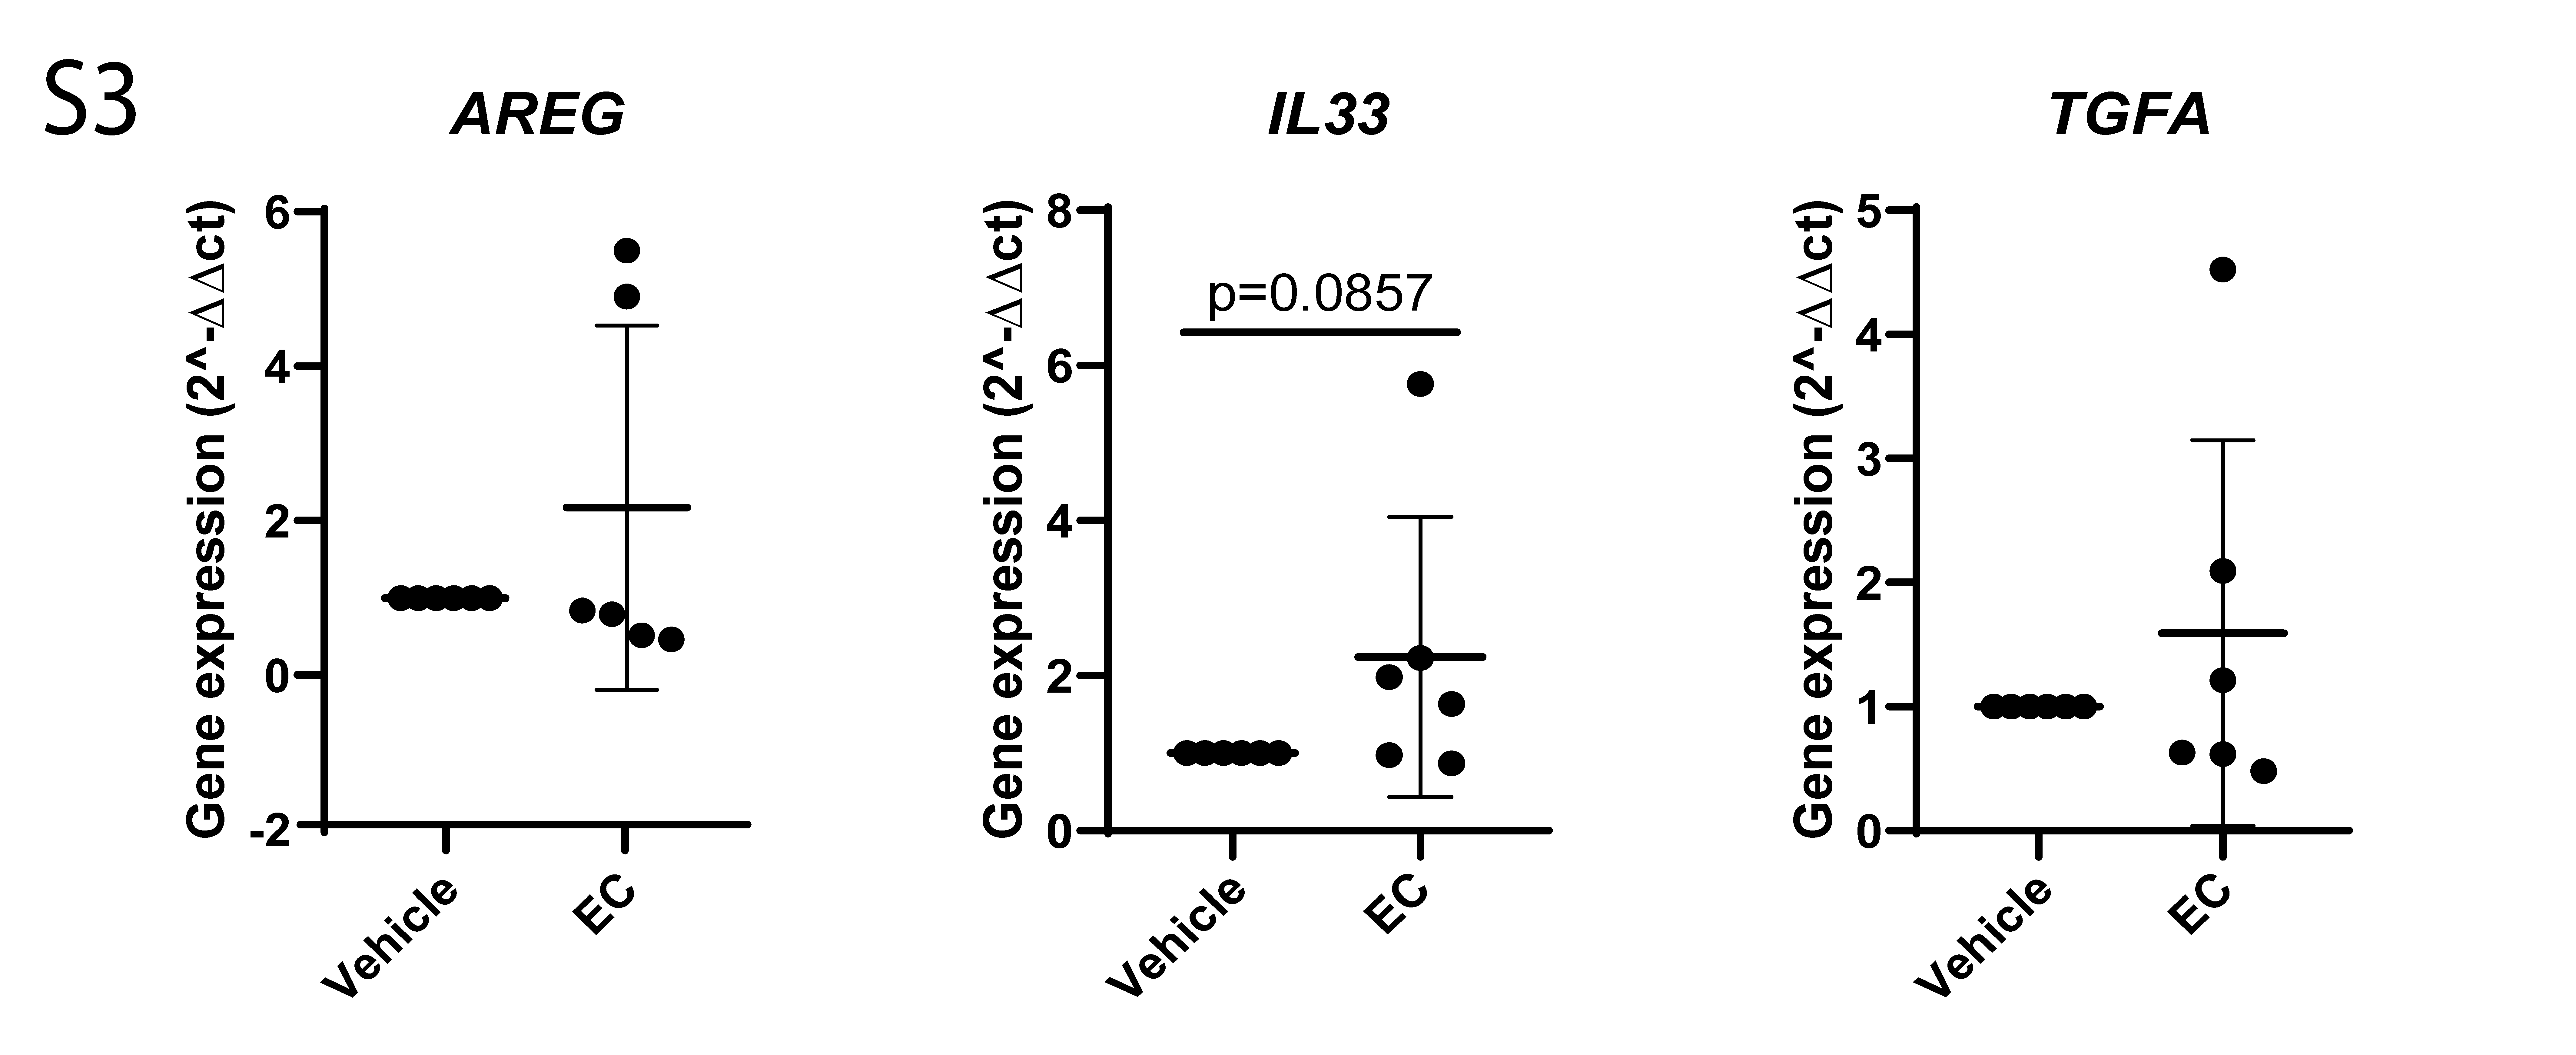

**Figure S3: The effect of exacerbation cocktail on the expression of amphiregulin, IL-33 and TGF-α in human fibroblasts.** Expression of the three selected genes *(AREG, IL33* and *TGFA)* in primary human non-COPD fibroblasts after 24 hour EC-exposure measured with qPCR. Data are presented as 2^-ΔΔCT^ values, normalized to vehicle control (paired t-test on ΔCT values, N=6).

**

**

**Figure S4: Epithelial marker gene expression in mouse organoids exposed to IL-33, amphiregulin and TGF-α.** Mouse organoids were cultured for 14 days after which RNA was isolated and epithelial marker expression was assessed using qPCR. (A) The expression of epithelial marker genes *Aqp5, Hopx* and *Scgb1a1* in day 14 organoids in response to IL-33 signaling modulation (for *Aqp5* and *Scgb1a1*: paired one way ANOVA on ΔCT values. For *Hopx:* paired Friedman test on ΔCT values. All: N=5). (B) The effect of 10 ng/ml or 50 ng/ml amphiregulin or TGF-α on the expression of *Aqp5, Hopx* and *Scgb1a1* in day 14 organoids (For *Aqp5* and *Scgb1a1:* paired one way ANOVA on ΔCT values. For *Hopx:* paired Friedman test on ΔCT values. All genes: N=5).

How the deposited data were processed for this re-analysis (not part of the article)

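Lung organoid cultures of mouse Epcam+ cells and CCL206 fibroblasts from 4 mice were exposed to vehicle, EC, IPFc (a cocktail of factors from idiopathic pulmonary fibrosis) or TGF-β for 72 hours, separated into Epcam+ and Epcam- cells and sequenced as bulk RNA. The 30 libraries analysed here comprise 15 of Epcam+ cells, called epithelial libraries, and 15 of Epcam- cells, called fibroblast libraries. The fibroblast vehicle culture of mouse 2 and the epithelial TGF-β culture of mouse 1 were not analysed here. The libraries held between 5113828 and 20317181 counted reads. Limits drawn from these totals for genes without reads cover counting error only. No molecular identifiers are described, so copies of one fragment count as separate reads.

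The authors trimmed the reads with Trimmomatic 0.30, aligned them to the mouse genome and deposited, for each library, the whole number of reads counted on each of 55487 Ensembl genes, given with its symbol. These counts are not normalized, and the authors' filter on duplicated gene names and on low means is not applied in them. Of the symbols, 114 are listed for more than 1 gene, 234 genes in all, and were kept apart by their Ensembl identifiers. The counting of reads from paralogs, overlapping genes and opposite strands is not described, so genes of such families carry that uncertainty. For its own tests the study used DESeq2 1.34.0 and fgsea 1.20.0 in R 4.2.2. No library was a repeat of another, since libraries of one condition differed by a chi-square of 5.48 to 76.9 per degree of freedom over genes.

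From the deposited counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood test (two-sided) and the mouse as a block, separately for each fraction and treatment against vehicle. Genes with a mean raw count of at least 1 over the libraries of a comparison were tested, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs. The difference between the fractions in their response to EC was tested as an interaction over all vehicle and EC libraries. The pairing follows from the labels and the paper, which take the cultures of one number from one mouse. As a check, the deviations of vehicle and EC libraries from their group means correlated across genes by 0.32 on average within a mouse (0.22 to 0.43) and by -0.10 between mice in epithelial libraries, and by 0.48 (0.33 to 0.62) and -0.24 in fibroblast libraries. The precision of the tests rests on a biological coefficient of variation of 10.8 to 12.2% in the epithelial and 15.4 to 18.0% in the fibroblast comparisons. The weight of the trend in each gene's variance, the prior df, was estimated by edgeR as 13.4 in the epithelial EC comparison with its 3 residual degrees of freedom. In all fibroblast comparisons, with 2 residual degrees of freedom or 1, it was infinite, so that a gene's own scatter between mice did not enter its test and the adjusted p-values there are optimistic. The tests were tested on simulated data with 200 changed genes.

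Gene lists were tested with fgsea 1.28.0 (10000 permutations, eps 0) on genes ranked by the signed square root of the quasi-likelihood F. The 23 lists of pathway and cell type genes, of 18 to 54 genes each, and reference lists of 37 epithelial, 30 fibroblast, 25 immune and 18 endothelial genes were written by hand from general knowledge. Principal components were taken from log2 CPM (prior count 2) of the 500 genes with the largest variance, centred and not scaled.

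The share of RNA from the other fraction was the median ratio of CPM between a library and its partner of the same mouse and treatment, over reference genes with at least 50 CPM in the partner. A second estimate used 4 Y-linked genes, or Xist for fibroblast RNA in epithelial libraries. Shares were compared with exact two-sided permutation tests. Subtraction took the share times the partner's counts from each library. The offset gave each gene and library the log of the CPM expected if the studied cell type had stayed at its vehicle level, with a prior of 0.1 CPM, and the test then asked for changes beyond it. Subtraction and offset both take the carried-over RNA to have the profile of the partner library.

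The named genes followed a rule. They were the genes that the paper names or shows for these libraries, the receptors of the growth factors and of the cocktail, the reference genes, and for each comparison the 5 genes of each direction with the smallest adjusted p among DEGs with an absolute log2 fold change over 1 and the same direction in every mouse pair. This rule, the lists, the tests and most alternatives were set before the data were examined. The alternatives were other filters, DESeq2 1.42.0 in place of edgeR, its size factors, its variance stabilizing transformation, no block, all 4 treatments in one model, robust estimation, each mouse left out, other rankings and set tests (camera and fry from limma 3.58.1), Reactome sets, and subtraction of the other fraction's share. The offsets, the Y-linked and Xist shares, a paired comparison of the shares, DESeq2 without the block, limma voom with the block, the prior df of the epithelial fit in the fibroblast test, subtraction limited to genes that keep most of their counts, and removal of symbols listed more than once were chosen after seeing the data. Other splits of the libraries were counted for each comparison.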

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

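In this part, the tests of transcript length, of the epithelial share of mouse 1 and of Xist, and the offset for the expected mixture, were chosen only after the result was seen. Single libraries were screened in 104 groups of 4 values for a value far from the other 3, and 8 stood out, where chance alone gives about 5.2. The number of such values is therefore little more than chance would give. How they fall over the libraries was not compared with chance.

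The EC fibroblast library of mouse 1 stood out from the other 3 EC fibroblast libraries on 3 measures. It lay at 47.5 on the first principal component, against -10.3 to -8.62. Its deviation from the mean of its group had an SD across genes of 0.762 on the log2 scale, against 0.312 to 0.344. The third measure was the slope of this deviation on transcript length, -0.534 per doubling of length, against 0.106 to 0.236. Its low depth of 5113828 reads was argued against by thinning, since the other EC libraries thinned to that depth deviated by at most 0.292, while mouse 1 deviated by at least 0.757 against the same reference. A larger epithelial share stays open, because its 2 estimates part. By epithelial genes the share of 40.5% lay within the 38.9 to 59.4% of the other EC libraries, and by Y-linked genes its 42.5% lay above their 32.4 to 37.0%. Xist, whose transcript is long and which epithelial RNA dilutes, was 309 CPM against 756 to 1123 CPM, which decides between neither. Loss of long transcripts stays open too. Its slope of -0.534 lay below those of the other 14 fibroblast libraries, which ran from -0.184 to 0.236, the lowest of them in the vehicle library of the same mouse. This is a candidate explanation found and tested on the same data. The design gives no biological explanation for a single library, and none was tested. Without mouse 1, the fibroblast comparison had 1655 DEGs, and the TNF-α/NF-κB list had an NES of -1.81 in place of 1.40.

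Mouse 4 stood out in the epithelial libraries. The SD of the deviation of its vehicle library was 0.323, against 0.181 to 0.193 in the other vehicle libraries. The slope of its EC library on transcript length was -0.227 per doubling, against 0.0571 to 0.102. Depth does not set the vehicle library apart, because it held 12402492 reads and that of mouse 2, with a deviation of 0.181, held 12482423. Transcript length does not either, with a slope of 0.0496 in that library. The Spearman correlation of its deviation with GC content across genes, which are not independent replicates, was -0.65, against 0.18 to 0.65 in the other vehicle libraries. No technical explanation was tested beyond these values, and no biological explanation was tested. Without mouse 4, the epithelial comparison had 1522 DEGs in place of 830. In that fit the prior df was estimated as 5763 in place of 13.4, so by construction a gene's own scatter had almost no weight in it.

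Sftpc stood out in the epithelial vehicle library of mouse 3, at 5037 CPM against 3642 to 3792 CPM. In the EC library of the same mouse it was 1236 CPM, the lowest of the EC libraries. The share of fibroblast RNA was 4.31% in this vehicle library, against 5.10 to 9.61% in the others. With each mouse left out in turn, the log2 fold change of Sftpc stayed between -1.38 and -0.79, past the threshold each time. No biological explanation for the level in a single mouse was tested.

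The epithelial share stood out in the EC fibroblast library of mouse 4, at 59.4% against 38.9 to 41.3%. By Y-linked genes its share was 37.0%, within the 32.4 to 42.5% of the other EC libraries. Among the vehicle libraries, too, mouse 4 had the highest share by epithelial genes (32.0%). Without mouse 4 the fibroblast comparison had 546 DEGs. No biological explanation was tested.

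Xist stood out in the TGF-β fibroblast library of mouse 3, at 1272 CPM against 1714 to 1788 CPM. Epithelial RNA, which carries less Xist (86.4 CPM in vehicle), made up 1.04% of this library, so dilution by it leaves the difference in place. The IPFc fibroblast libraries, from 1136 to 1864 CPM, span this value. No biological explanation was tested.

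The response to EC differed between the fractions. The interaction of fraction and EC was past the threshold for 920 of 18199 genes. The log2 fold change was higher in the fibroblast than in the epithelial libraries for 656 and lower for 264. A higher value can be a weaker fall, as for Krt4 (log2 fold change -1.86 in epithelial libraries, interaction 1.53). Of 100 fitted splits of the libraries within the fractions, the real one included, 1 gave as many genes, and the highest other count was 587 (median 0). A further 12 drawn splits could not be fitted and are not among the 100. This argues against an accident of grouping. The count depended on the mice, with 498 genes without mouse 2, 418 without mouse 3 and 568 without mouse 4. Epithelial RNA in the fibroblast libraries, whose share rose with EC, enters this difference and stays open as a technical explanation. Of the 1831 fibroblast DEGs 97 stayed past the threshold with the offset for the expected mixture. A difference between the cell types, which the design names, stays open as the biological explanation.

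The IPFc and TGF-β libraries, which the paper does not report, differed from vehicle. In epithelial cells, IPFc gave 1065 DEGs and TGF-β 7674. As many DEGs were found in 1 of 32 splits for IPFc, the real one included, with at most 3 in another split. For TGF-β it was 2 of 32 splits, with 0 DEGs in every other. That design cannot give a smaller share, because the mirrored split of the complete pairs is the same model. The share alone therefore cannot exclude an accident of grouping there. The counts argue against it. Of 18387 tested genes 7674 were called, and at least 5638 with any mouse left out, while all but the mirrored split gave 0. In fibroblast libraries, IPFc gave 229 DEGs and TGF-β 3582. As many were found in 4 and 2 of 32 splits, with up to 232 DEGs in another split for IPFc and 0 for TGF-β. For IPFc an accident of grouping cannot be told apart. For TGF-β the share is limited for the same reason, but the counts argue against such an accident. Compared only with the 8 splits that part as many pairs, the highest other count for IPFc was 6. Without mouse 1 IPFc gave 111 fibroblast DEGs, without mouse 3 147 and without mouse 4 144, and TGF-β gave 2052 without mouse 4.

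Fibroblast RNA is a technical explanation for part of the TGF-β response of epithelial libraries. Its share was 29.6 ± 3.83% (SD, n = 3) with TGF-β and 11.3 ± 5.15% (SD, n = 4) with IPFc. Xist, which was far lower in epithelial than in fibroblast libraries, rose to 516 CPM with TGF-β from 86.4 CPM in vehicle, 31.5% of its level in TGF-β fibroblast libraries. Carried-over fibroblast RNA may thus account for mesenchymal genes such as Fn1, which rose from 511 to 7975 CPM. An effect of the treatments on the cells themselves, which the design names, stays open for both treatments in both fractions.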

How the results depend on the processing

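The offsets, DESeq2 without the block, limma voom, the prior df of the epithelial fit, the Y-linked and Xist shares, the paired comparison of the shares, the subtraction limited to genes that keep most of their counts and the removal of symbols listed more than once were chosen only after the data were seen, and the other alternatives were not. The cause of a change was not tested unless it is named.

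The number of epithelial TGF-β DEGs stayed within 1.5 times its value of 7674 under the 11 alternatives tried, from 5638 without mouse 2 to 7743 with DESeq2's size factors. The rise of the epithelial share in fibroblast libraries with EC, 22.2 percentage points, ran from 15.7 to 23.5 over 8 alternatives, and its direction did not change. With a mouse left out, fewer samples remain and no exact p can be under 0.1. The correlations between the effects of the treatments kept their sign in 6 of 6 cases when limited to genes with a mean log2 CPM above 1. That of IPFc and TGF-β in epithelial cells, 0.46 over all genes and within the range of simulated unchanged groups, was 0.47 and above that range among these genes.

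Without the mouse as a block, there were 308 epithelial EC DEGs, 274 epithelial IPFc DEGs, 49 fibroblast EC DEGs, 47 fibroblast IPFc DEGs and 4 genes with a different effect between the fractions. The epithelial and fibroblast TGF-β counts were 7385 and 3191 without it. Without it 8 of 41 named epithelial and 14 of 29 named fibroblast genes were no longer past the threshold, and 16 epithelial and 14 fibroblast lists passed without the pairing.

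With DESeq2 and the block there were 1165 fibroblast EC and 134 fibroblast IPFc DEGs, and with DESeq2 without the block 645 fibroblast EC DEGs. With the prior df of the epithelial fit in place of an infinite one there were 822 fibroblast EC DEGs, and of the 29 named fibroblast genes 28 kept their side of the threshold. Robust estimation left the fibroblast EC values as they were. It changed the fibroblast IPFc count from 229 to 219 and the TGF-β count from 3582 to 3619, although the prior df was infinite there too. With limma voom there were 755 epithelial and 1328 fibroblast EC DEGs. With all treatments in one model there were 81 fibroblast IPFc DEGs.

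With each mouse left out in turn, the prior df rose to 5763 without mouse 4 in the epithelial EC comparison and was infinite in the fibroblast ones, so higher counts there do not speak for a stronger response. The counts ran from 531 (without mouse 3) to 1522 (without mouse 4) for epithelial EC, from 546 (without mouse 4) to 1835 (without mouse 2) for fibroblast EC, from 111 (without mouse 1) to 231 (without mouse 2) for fibroblast IPFc and from 2052 (without mouse 4) to 3538 (without mouse 2) for fibroblast TGF-β. For the interaction they ran from 418 (without mouse 3) to 1164 (without mouse 1). The first principal component held 38.3 to 45.8% of the variance in epithelial and 51.3 to 61.7% in fibroblast libraries. With all genes it held 25.7% and 43.2%, and with DESeq2's variance stabilizing transformation 51.5% in epithelial libraries.

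In the same fits, epithelial list scores that changed sign ran from -0.73 to 2.05 for oxidative phosphorylation (negative without mouse 4), from -0.86 to 1.22 for Hedgehog (negative without mouse 2), from -1.31 to 0.93 for Wnt (positive without mouse 3 or 4), and from -1.51 to 1.42 for AT2 and -1.69 to 0.50 for ciliated cells (both positive without mouse 3). In fibroblast libraries they ran from -1.81 to 2.11 for TNF-α/NF-κB (negative without mouse 1), from -1.47 to 0.87 for Wnt (positive without mouse 1), from -0.87 to 1.36 for Notch (negative without mouse 3) and from -1.01 to 1.41 for basal cells (negative without mouse 3 or 4). Log2 fold changes ran from -0.0430 to 0.13 for Pdpn (negative without mouse 2) and from -0.0494 to 0.16 for Foxj1 (negative without mouse 1 or 2), and neither passed the threshold.

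Of the set tests, camera with an estimated correlation called 3 epithelial and 0 fibroblast lists, where 4 had an unadjusted p under 0.05, and fry called 6 and 6. With genes ranked by log2 fold change, 9 epithelial lists passed, and the fibroblast scores of Wnt (0.87), AT1 (-1.25) and basal cells (-0.82) changed sign. The fibroblast IL-6/JAK/STAT3 list was lower in place of higher with camera, at adjusted p-values of 0.916 with the preset and 0.940 with the estimated correlation (from 0.00830 to 0.940 over all alternatives). Reactome sets, which exist for 13 of the 23 lists, changed the sign for IL-6 (-0.80) and interferon (-1.004) in epithelial cells and for IL-6 (-1.52), Hedgehog (1.21) and Wnt (1.22) in fibroblast libraries. The IL-6 set lists 10 genes and the TNF set 9, so they are not like for like with the lists. Of the Reactome set for the unfolded protein response, 77.3% of the genes were matched, so its comparison is void.

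After subtraction of the other fraction, there were 285 epithelial EC DEGs and 230 genes with a different effect between the fractions. Limited to genes that keep most of their counts, it left 377 epithelial DEGs. In fibroblast libraries it left 0 DEGs, with 368 genes at an unadjusted p under 0.05, and 0 among genes that keep most of their counts, with 331. The subtraction itself sets genes to 0. Of 18091 tested genes, 7682 were at 0 in a library after it and 3509 before, and it found 0 of 200 simulated changes, so its loss of calls says nothing about the fibroblast DEGs. It passed 9 fibroblast lists and changed the sign of the epithelial Hedgehog list (-1.10) and of the fibroblast lists of TNF-α/NF-κB (-1.19), MYC targets (-1.74), S phase (-2.04), G2/M (-2.07), matrix genes (1.31), Hedgehog (0.95), Wnt (0.87), AT1 (-1.37) and club cells (-1.25). Fitted log2 fold changes with the opposite sign, none past the threshold, were those of Sox9 (-5.05) in epithelial and of Il33 (-9.08) and Cxcl5 (-6.33) in fibroblast libraries, where counts near 0 make the size of the value meaningless. A value could be had for 24 of 29 named fibroblast genes.

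With the expected mixture as an offset, there were 505 epithelial and 108 fibroblast EC DEGs, and with the Y-linked share in it 120 fibroblast DEGs. The scores of the matrix (-1.16) and Hedgehog lists (-1.08) changed sign in epithelial cells. In fibroblast libraries those of MYC targets (-0.50), S phase (-2.25), G2/M (-2.39), matrix genes (1.60), AT1 (-1.26), club (-1.38) and basal cells (-1.83) did. With the Y-linked share, those of TNF-α/NF-κB (-1.37) and basal cells (-1.33) did. Log2 fold changes turned negative, without passing the threshold, for Il33 (-0.25), Pigr (-0.22), Ltf (-0.41, and -0.18 with the Y-linked share), Vnn3 (-0.10) and Cxcl5 (-0.0180).

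Counted over single genes and alternatives, 976 of 1103 values kept direction and side of the threshold, 103 were no longer past it, 12 newly passed it and 12 changed direction. For single lists these numbers were 547 of 693, 98, 6 and 42. Depth limits the results for genes near 0 counts, such as Scgb3a2, Cxcr2 and Gfra3, and for the EC fibroblast library of mouse 1.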

Differences from the paper's values

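In the fibroblast libraries there were 1831 DEGs with EC, against the paper's 533. Of the alternatives set before the data were examined, the one without mouse 4 came to 546 DEGs, within 1.5 times the paper's value. The others set before the data were examined did not close the gap. They gave 49 without the mouse as a block, 1165 with DESeq2 and the block, 1228 with edgeR's own filter, 1284 with all treatments in one model, 1697 without a filter, 1874 with DESeq2's size factors, 1831 with robust estimation, 1655, 1835 and 1009 without mouse 1, 2 and 3, and 0 after subtraction, with 368 genes at an unadjusted p under 0.05, where the subtraction also found 0 of 200 simulated changes. Chosen after seeing the values, DESeq2 without the block gave 645, within that ratio, and limma voom with 1328 and the prior df of the epithelial fit with 822 did not close the gap. For epithelial cells, the 830 DEGs found here stand against the paper's 767, a ratio under 1.5.

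The club cell list written here had an NES of -1.85 in epithelial cells, against the paper's value of about 2.1 for its own club cell signature (Fig. 2G, read by eye). The alternatives set before the data were examined ran from -1.96 to -1.49, and none of them closed the gap. The basal cell list had an NES of -1.99, against the paper's value of about -0.83 (Fig. 2G, read by eye). The alternatives set before the data were examined ran from -2.17 to -1.37, and none closed this gap either. The lists differ in their genes from the paper's signatures, which were not used here.

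In the PCA of epithelial libraries, the first component held 36.3% here and about 52% in the paper's Fig. 2B (read by eye), and 51.5% with DESeq2's variance stabilizing transformation. In fibroblast libraries the second component held 28.3% here and about 41% in the paper's Fig. 3A (read by eye), and 40.8% with that transformation. These pairs lie within 1.5 times of each other.

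Some genes and pathways were called differently. The paper marks Scgb3a2 as significantly altered in Fig. 2E, and here it was not past the threshold (adjusted p = 0.0694). It was past it with DESeq2 (0.0463), without a filter (0.00242), with all treatments in one model (0.0449), without mouse 2 (0.00915) or mouse 4 (5.8e-04) and, chosen after seeing the values, with DESeq2 without the block (0.0299), within a range from 5.8e-04 to 0.484. Muc5b is not marked there, and here it was a DEG (adjusted p = 0.00485). It was not past the threshold without the block (0.544), with DESeq2 (0.122), with robust estimation (0.0688), after subtraction (0.0936) or, chosen after seeing the values, with DESeq2 without the block (0.705), within a range from 2.1e-49 to 0.705.

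The paper reports lower Hedgehog and Wnt/beta-catenin signaling in epithelial cells. Here the lists for these pathways were not past the threshold (NES 1.03 and -1.16), and they were not past it under any alternative tried. The paper reports a significantly lower AT2 signature. Here the AT2 list was not past the threshold (NES -1.32), and among the alternatives it passed only without the genes labelled in the volcano plots (NES -1.66, adjusted p = 0.0237, with a range up to 0.735). The paper reports enriched TNF-α signaling in the fibroblasts. Here the TNF-α/NF-κB list was not past the threshold (NES 1.40). It was higher past the threshold without mouse 4 (NES 2.11, adjusted p = 1.2e-04) and lower past it without mouse 1 (NES -1.81, adjusted p = 0.00236), within a range from 1.2e-04 to 0.916.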

Other observations

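In this part, the tests with the expected mixture as an offset, the test on Y-linked genes, the paired test of the fibroblast share and the split of the immune test by fraction were chosen only after the result was seen.

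The EC comparisons were set against other splits of the same libraries. Of 35 splits of the epithelial libraries, 3 could not be fitted and 32 gave a count. As many DEGs as the real split (830) were found in 1 of them, the real one, with at most 2 in any other. As many lists past the threshold (18) were found in 1 of 32 splits, but other splits gave up to 17 lists, with a median of 12. A high number of lists past the fgsea threshold therefore carries little weight by itself. For the fibroblast libraries, 2 of 32 splits gave as many DEGs as the real one (1831), with up to 804 in another, and 12 gave as many lists (16), with up to 17 and a median of 14 in the others. With 3 complete pairs, the split with all pairs mirrored is the same model, so no share under 0.0625 can be had, and an accident of grouping cannot be told apart in the fibroblast comparison. Compared only with the 8 splits that part as many pairs, the highest other counts were 0 DEGs and 16 lists in epithelial and 0 DEGs and 16 lists in fibroblast libraries. The other splits leave some mice with both cultures in one group.

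The rise of epithelial RNA in the EC fibroblast libraries was followed up as a hypothesis. If these libraries hold a larger share of epithelial RNA, epithelial genes appear as changed in fibroblasts. The share from epithelial genes was compared with that from Y-linked genes, which the fibroblast libraries of TGF-β cultures carried at 1.74 CPM. Over the 11 vehicle, EC and IPFc fibroblast libraries, Pearson's r was 0.78 (permutation test, p = 0.00502, adjusted over 3 relations 0.0151) and Spearman's rho 0.69 (permutation test, p = 0.0229, adjusted 0.0686). Without the 2 libraries farthest from the median share (n = 9), r was 0.72 (exact permutation test, p = 0.0327, adjusted 0.0490) and rho 0.53 (exact permutation test, p = 0.148, adjusted 0.148). Over the vehicle and EC libraries alone (n = 7), r was 0.73 (exact permutation test, p = 0.0589, adjusted 0.0589) and rho 0.75 (exact permutation test, p = 0.0663, adjusted 0.0994). These tests were two-sided, and after adjustment the rank correlation was not past the threshold in any of the 3.

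With the expected mixture as an offset, 97 of the 1831 fibroblast DEGs stayed past the threshold, and of the 265 DEGs shared with the epithelial cells 37 did. Of Areg, Artn, Il33, Pthlh and Tgfa, 0 stayed, and the smallest adjusted p among them was 0.286, within values from 6.2e-25 to 1.000 over all their alternatives. Carry-over of epithelial RNA is a candidate explanation for the higher level of these 5 genes in the EC fibroblast libraries, and a rise in the fibroblasts themselves is not excluded. The offset found 117 of the 200 changes planted in simulated mixtures. Those were planted in genes with more RNA from fibroblasts than from epithelial cells. For these 5 genes the estimated epithelial RNA covers most or all of the EC level, so that count does not show what the offset can find there. The lists of S phase and G2/M genes were not higher with the offset (the larger of the scores was -2.25). The larger score after subtraction, -2.04, decides nothing, because that subtraction found 0 of the planted changes. The test with the offset goes with cell cycle transcripts that come from epithelial cells. So does the design, in which mitomycin C had stopped the proliferation of the fibroblasts. Scores of 0.59 and 0.78 with the Y-linked share in the offset leave the direction of these lists in fibroblasts open. Ptn argues against carry-over as the whole cause. It stayed lower with a log2 fold change of -1.20 with the offset. A response of the fibroblasts to EC, which the design names, stays open for Ptn and for the other genes past the threshold with the offset, such as Saa3.

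Fibroblast RNA in the epithelial libraries was tested for the list of mesenchymal and extracellular matrix genes. Its NES was 1.55 after subtraction and -1.16 with the offset. Carry-over and a response of the epithelial cells cannot be told apart for this list, because the corrections disagree. The estimated fibroblast share was higher with EC in 4 of 4 mice (exact two-sided sign-flip test, with as large a difference in 2 of 16 sign flips, the fewest that 4 pairs can give). Part of this rise lies in the denominator of the ratio, since the summed CPM of the 30 fibroblast genes fell from 13809 to 10213 in the fibroblast libraries. In the epithelial libraries that sum rose from 1002 to 1203 CPM.

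Immune cells left in a fraction were tested as a source of the DEGs, in each fraction by itself. The 25 immune reference genes had a median of 0.0723 CPM in the EC epithelial libraries. One of them was above 10 CPM there, Lcp1, at 97.4 CPM in vehicle and 115 CPM in EC. Cells that bring their abundant transcripts along would show more of these genes, which argues against immune cells as the source of most epithelial DEGs. The endothelial reference genes had a median of 0.0892 CPM in the same libraries. In the EC fibroblast libraries the immune genes had a median of 0.2998 CPM, and immune cells stay open there. Of the 2 genes above 10 CPM, Lcp1 went from 25.2 to 52.8 CPM with EC and Itgb2 from 30.4 to 25.4 CPM. Cd33 and Trem2, known from myeloid cells, were past the threshold with the offset.

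The IPFc and TGF-β cultures allow a comparison of responses. Across genes, which are not independent replicates, the log2 fold changes of EC and IPFc correlated by 0.52 in epithelial cells, those of EC and TGF-β by 0.32 and those of IPFc and TGF-β by 0.46. Comparisons that share their vehicle libraries correlate without any effect, and simulated unchanged groups gave 0.492 to 0.540, 0.412 to 0.459 and 0.426 to 0.468 in the same order. In fibroblast libraries the correlations were 0.40, -0.0434 and 0.41, against simulated values of 0.470 to 0.525, 0.491 to 0.528 and 0.492 to 0.535. None of the 6 lay above its simulated range, so the correlations by themselves show no response that the treatments share. Among genes with a mean log2 CPM above 1 they were 0.47, 0.18 and 0.47 in epithelial and 0.21, -0.28 and 0.41 in fibroblast libraries, and only that of IPFc and TGF-β in epithelial cells lay above its range (up to 0.455). The epithelial share of these libraries was 20.1 ± 10.1% with IPFc and 2.24 ± 1.26% with TGF-β (SD, n = 4 each).

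In epithelial cells, the higher genes with the smallest adjusted p were Chil4, Clca1, Slc26a4, Rgs4 and Retnla for IPFc and Fn1, Ctse, Acta2, Nrk and Spp1 for TGF-β. The lower ones were Klk10, Selenbp1, Itga7, Lyz1 and Krtap17-1 for IPFc and Retnla, Sftpa1, Reg3g, Bpifa1 and Krt5 for TGF-β. Slc26a4 rose from 4.78 to 241 CPM with IPFc (log2 fold change 5.65), and Sftpa1 fell from 863 to 41.5 CPM with TGF-β (log2 fold change -4.50). In fibroblast libraries, the higher genes were Chil4, Slc26a4, Retnla, Rgs4 and Clca1 for IPFc and Dmp1, Sema7a, Tnnt2, Col7a1 and Tagln for TGF-β. The lower ones were Ttn, Ptn, Ager, Ces1g and C4b for IPFc and Sftpa1, Cxcl15, Sftpd, C3 and Sftpc for TGF-β, among them surfactant genes of AT2 cells. The mean epithelial share of the fibroblast libraries was 22.9% in vehicle and 2.24% with TGF-β. Less carried-over epithelial RNA may thus account for lower genes of this kind, which was not tested.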
